# Arabidopsis γ-H2A.X-INTERACTING PROTEIN participates in DNA damage response and safeguards chromatin stability

**DOI:** 10.1038/s41467-022-35715-2

**Published:** 2022-12-26

**Authors:** Tianyi Fan, Huijia Kang, Di Wu, Xinyu Zhu, Lin Huang, Jiabing Wu, Yan Zhu

**Keywords:** Plant molecular biology, DNA damage response, Plant cell death

## Abstract

Upon the occurrence of DNA double strand breaks (DSB), the proximal histone variant H2A.X is phosphorylated as γ-H2A.X, a critical signal for consequent DSB signaling and repair pathways. Although γ-H2A.X-triggered DNA damage response (DDR) has been well-characterized in yeast and animals, the corresponding pathways in plant DDR are less well understood. Here, we show that an Arabidopsis protein γ-H2A.X-INTERACTING PROTEIN (XIP) can interact with γ-H2A.X. Its C-terminal dual-BRCT-like domain contributes to its specific interaction with γ-H2A.X. *XIP*-deficient seedlings display smaller meristems, inhibited growth, and higher sensitivity to DSB-inducing treatment. Loss-of-function in *XIP* causes transcriptome changes mimicking wild-type plants subject to replicative or genotoxic stresses. After genotoxic bleomycin treatment, more proteins with upregulated phosphorylation modifications, more DNA fragments and cell death were found in *xip* mutants. Moreover, XIP physically interacts with RAD51, the key recombinase in homologous recombination (HR), and somatic HR frequency is significantly reduced in *xip* mutants. Collectively, XIP participates in plant response to DSB and contributes to chromatin stability.

## Abstract (web summary)

γ-H2A.X is a critical signal for DNA double strand break responses. In this study, an Arabidopsis protein that interacts with γ-H2A.X and the recombinase RAD51 is shown to contribute to plant chromatin stability and integrity.

## Introduction

Maintaining genome integrity is essential to all the organisms for growth and development, and ensures the transmission of genetic information across generations. Unrepaired DNA damage remaining in cell cycle progression will ultimately lead to gene mutation, chromatin instability, and even cell death^1^. Rapid and accurate response to DNA damage-inducing stress is thus crucial for preserving the fidelity of genetic information, especially in the rapidly proliferating cells in plant shoot meristems, from which post-embryonic germ cells are derived. DNA double strand break (DSB) has been widely considered as the most cytotoxic and mutagenic form of DNA damage, and can be elicited by exogenous sources such as ionizing radiation or endogenous events such as DNA replication^2^. To eliminate DSBs, eukaryotic cells deployed a variety of proteins to the damaged chromatin region. Some directly participate in DNA repair, while others trigger necessary signaling pathway, including cell cycle progression delaying, to coordinate necessary repair process. Collectively, these events comprise the DNA damage response (DDR)^3^.

Plant DDR is usually orchestrated by two phosphoinositide-3-kinase-related protein kinases, ATAXIA TELANGIECTASIA MUTATED (ATM) kinase and ATM AND RAD3-RELATED (ATR) kinase, which act as master regulators via triggering phosphorylation signaling cascades^4^. ATM is primarily responsive to DSBs, and is required for the transcriptional induction in response to ionizing radiation in Arabidopsis. ATR is mainly involved in replication stress response^5^. H2A.X, a conserved histone variant of H2A, functions as a key player in damage signaling^6^. Upon DSB occurrence, H2A.X in proximity to DSB site is quickly phosphorylated by ATM and ATR kinases on the C-terminus (corresponding to S139 in Arabidopsis) as γ-H2A.X^7^. Such phosphorylation is widely accepted as a very early event of DNA damage response highly conserved in eukaryotes, and in mammals it can occur within minutes after DSB induction and extend to a few megabases around the site of DNA damage. γ-H2A.X is the major signal to recruit signaling and repair factors to the DNA broken site, thereby promoting efficient repair of damaged chromatin^8^. Loss of H2A.X, or deficiency in H2A.X phosphorylation (i.e., γ-H2A.X), will compromise genomic integrity, reduce DSB repair, and eventually lead to genomic instability, radio-sensitivity, and tumor susceptibility in mammalian cells^6,9^. Arabidopsis genome has two redundant genes encoding H2A.X. Although dispensable for plant viability and fertility, the mutants and silenced lines of *H2A.X* have been reported as mildly hypersensitive to genotoxin and defective in DSB repair^10–13^.

A folding unit of approximately 95 residues was originally identified in tumor suppressor protein BREAST CANCER ASSOCIATED 1 (BRCA1) and designated as BRCA1 Carboxyl-Terminal (BRCT) domain. It consists of a four-stranded parallel β-sheet surrounded by three α-helices, and acts as a phospho-protein-binding domain^14^. More BRCT-like domains have been progressively identified in a variety of proteins implicated in DNA metabolism and repair, and are thus proposed to play important biological roles via mediating phospho-protein recognition^15^. Based on the sequence similarity and resolved structure, they can be further subdivided into 9 families as a clan in the public protein database Pfam.

Mammalian MEDIATOR OF DNA DAMAGE CHECKPOINT PROTEIN-1 (MDC1) are huge proteins comprising several domains mediating protein-protein interaction, including tandem BRCT-like domains in its C-terminus. Such tandem BRCT-like domains showed high specificity and strong affinity to the phosphorylated C-terminus of γ-H2A.X but not the unmodified form, thus allowing MDC1 to act as a specific sensor for γ-H2A.X in mammalian cells. After docking on γ-H2A.X, MDC1 recruits further key DDR proteins, including more ATM kinase, to the DNA damage site, thus implicating MDC1 as a DSB mediator between the early DNA damage response and the subsequent signaling and repair^15–18^. In consistence, downstream ATM signaling events were found defective in the absence of MDC1, underscoring the critical role of MDC1 in controlling proper DNA damage response and maintaining genomic stability. *MDC1*-knockout mice showed chromosomal instability, defects in DSB repair, radio-sensitivity, and cancer predisposition^18^. Notable, these phenotypes were obviously similar to those observed in mice lacking histone H2A.X^19^, reflecting the highly relevant roles of MDC1 and γ-H2A.X in mediating DSB signaling.

In plants, DDR plays a critical role in genomic stability, cell cycle control and meristem maintenance^20^. Although ATM/ATR and their kinase activities are conserved in plants, there is significant divergence between downstream DDR pathways in plants and animals, largely resulted from the missing of clear plant homologs of key animal DDR factors in signaling cascade, such as the γ-H2A.X reader MDC1 and many crucial checkpoint kinases^21^. Notably, the specific γ-H2A.X reader has not been characterized in plants yet, and thus the biological significance of DNA damage-induced H2A.X phosphorylation remains unclear, and its role in maintaining plant genome integrity in response to genotoxic stresses awaits to be elucidated.

## Results

### Identification of plant γ-H2A.X-interacting protein

We synthesized a 15-amino acid-long peptide (named as p1) highly specific to Arabidopsis H2A.X C-terminus (residues 128-142), and its derivative peptide p2 with residue S139 phosphorylated. Both peptides were N-terminally biotinylated so as to be immobilized by Streptavidin-coated magnetic beads (Fig. 1a), and were used to retrieve interacting proteins from Arabidopsis protein extracts in peptide pulldown followed by Mass Spectrum (ppd-MS) analysis. In this study, only one protein encoded by At4g03130 interacted specifically with phosphorylated peptide p2 but not p1 (Fig. 1b and Supplementary Data 1), indicative of its specific recognition of γ-H2A.X but not H2A.X. We hence designated this Arabidopsis protein as γ-H2A.X-interacting protein (XIP).

**Fig. 1:**
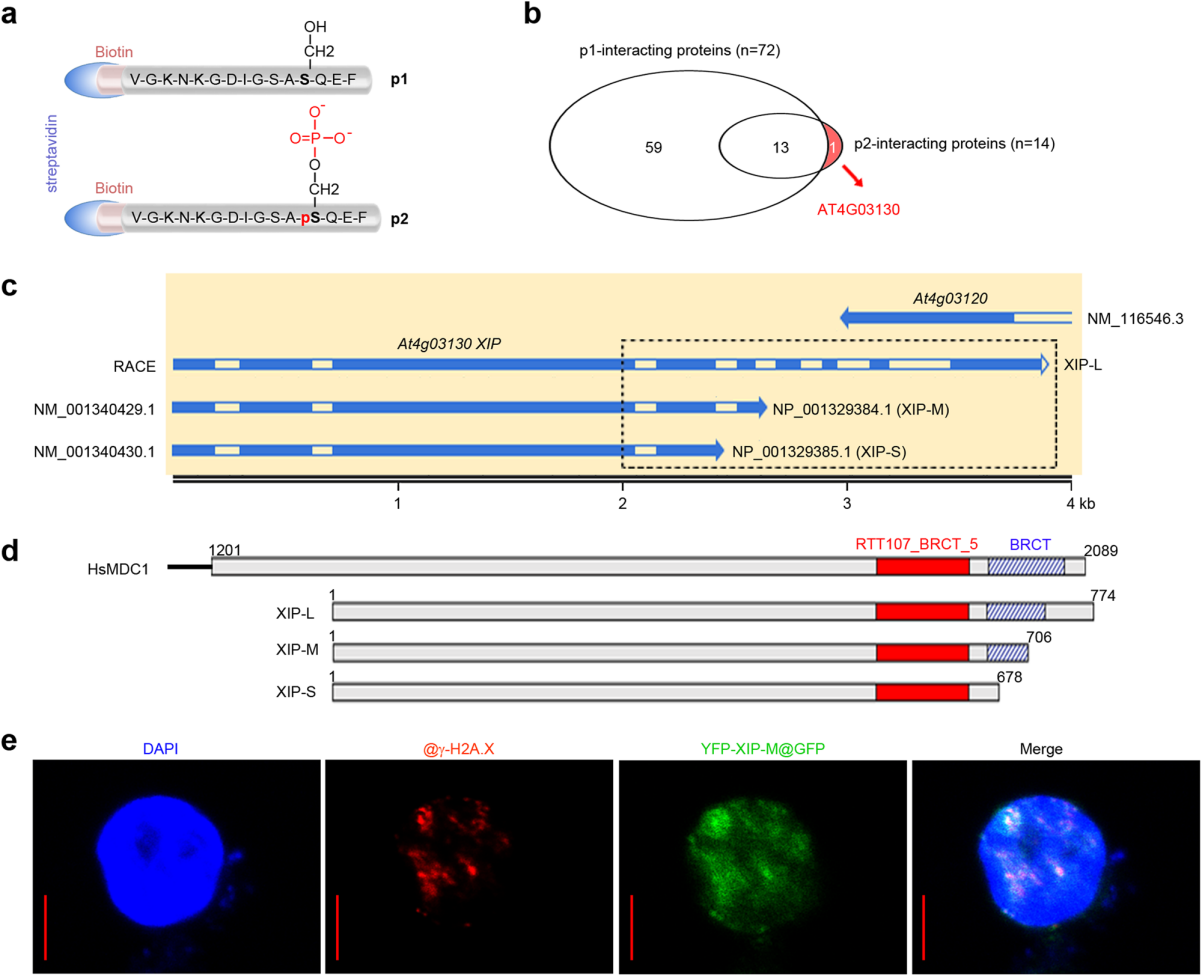
XIP was identified as the specific interacting protein of γ-H2A.X. **a** Schematic diagram of N-terminally biotinylated peptides p1 and p2. **b** Venn diagram of the interacting proteins retrieved from p1 and p2. The p2-specific interacting protein, AT4G03130, was shown in red. **c** The transcript isoforms of *XIP*. The dotted box indicates the different C-termini comprising BRCT-like domain(s). **d** The alignment of XIP-L, -M and -S proteins encoded by different transcript isoforms of *XIP* with HsMDC1. RTT107_BRCT_5 and BRCT domains are marked in red (solid) and blue (striped), respectively. **e** The localization of YFP-XIP-M and γ-H2A.X in immuno-staining observation. XIP-M-expressing protoplasts were challenged by 1 μM BLM for 3 hours and immuno-stained by using GFP and γ-H2A.X antibodies. DAPI was used for nuclei staining. Representative image from 9 well-stained protoplasts was shown. Bar=5 μm.

### XIP isoforms with difference in the C-terminal BRCT-like domains

There have been four transcript isoforms of At4g03130 gene in the public database. In addition to the reviewed full-length transcripts NM_001340429.1 and NM_0013404301.1, the other two are both partial transcripts lacking of 3′-terminus, and have a negligible shift in the selection of start codon (with a slight difference in N-terminal 4 residues). The intact 3′-end was determined in this study by using rapid amplification of cDNA end (RACE) method. It extended into the end of opposite neighboring gene At4g03120 and formed a large “tail to tail” overlap (Fig. 1c). In comparison with the above-mentioned full-length transcripts, the sequenced transcript by RACE differs mainly in the extension of the 3′-end, thus encoding protein product with a longer C-terminus. Hereinafter, we named these encoded protein isoforms, based on their molecular weight, as XIP-L (RACE product), -M (NP_001329384.1), and -S (NP_001329385.1), respectively (Fig. 1c, d).

All the encoded XIP isoforms contain a significant ‘RTT107_BRCT_5’ domain (the fifth domain of REGULATOR OF TY1 TRANSPOSITION PROTEIN 107, PF16770), one family of BRCT-like domains (Pfam 34.0, http://pfam.xfam.org). Notably, the “significance” is labelled by Pfam and means the high similarity to the founding domain (e.g., RTT107_BRCT_5) identified by Pfam. Besides, XIP-L and XIP-M also harbor an additional C-terminal insignificant BRCT domain (BRCA1 C-Terminus, PF00533) of different length. These two domains both adopt a similar compact α/β fold, thus constituting a dual-BRCT-like domain (Fig. 1d and Supplementary Fig. 1). The dual-BRCT-like domain in XIP can also be found in the C-terminus of human MDC1, which is crucial for its interaction with γ-H2A.X. However, at the primary protein sequence level, all the XIP isoforms, even the largest XIP-L, had an identity of no more than 25% with the animal MDC1 proteins only within the BRCT-like domain(s) (Supplementary Fig. 1), without any significant similarity found in the rest of these proteins (Supplementary Fig. 2). Notably, the dual-BRCT-like domain in XIP can be found in both middle and C-terminus of human PAX-INTERACTING PROTEIN 1 (PAXIP)/PAX TRANSCRIPTION ACTIVATION DOMAIN-INTERACTING PROTEIN (PTIP), which also comprises the fifth BRCT-like domain in its N-terminus. The N-terminal and the middle BRCT-like domains of PAXIP/PTIP also interact with other phospho-epitope in many proteins, including the well-studied animal-specific P53 BINDING PROTEIN 1 (53BP1) and PAX2, linking PAXIP/PTIP activity to multiple aspects of human cellular response to DNA damage^22,23^.

### Dual- but not single-BRCT-like domains mediate the interaction of XIP with γ-H2A.X

The C-termini of three XIP protein isoforms were constructed as GST-fused recombinant proteins for peptide-pulldown (ppd) verification. In addition to the above retriever peptides p1 and p2, we synthesized another peptide p3, in which S139 was replaced by glutamic acid, mimicking the negatively-charged phosphorylated serine (Supplementary Fig. 3a). Our ppd experiment showed that both dual-BRCT-like domains (XIP-L and -M), but not single-BRCT-like domain (XIP-S), specifically interacted with peptide p2 but not p1 (Supplementary Fig. 3b), indicating that the second insignificant BRCT domain is indispensable to the first RTT107_BRCT_5 domain in γ-H2A.X recognition. Besides, both of these dual-BRCT-like domains also efficiently bound p3 peptide, suggesting that they preferred to the C-terminus of γ-H2A.X carrying negative charge rather than the specific phospho-epitope.

Reverse transcription-quantitative PCR (RT-qPCR) result showed that NM_001340429.1 was the major transcript isoform of *XIP* in all the examined plant organs (Supplementary Fig. 4a, b). In comparison, the transcript level of NM001340430.1 (encoding single-BRCT-like domain) constitutively remained at a low level. Considering the strong correlation of γ-H2A.X signaling pathway with DSB damage, we also challenged seedlings with hydroxyurea (HU) which triggered replication fork collapse, a common source of DSB in vivo, and radiomimetic reagent bleomycin (BLM) which directly caused DSB. The transcript levels of three isoforms were not significantly affected by exogenous replicative or genotoxic stresses (Supplementary Fig. 4c). We then expressed and purified the soluble His-SUMO-tagged recombinant protein XIP-M, the protein product of the major transcript isoform of *XIP*, for the ppd verification. Again, the full-length XIP-M interacted specifically with both p2 and p3 retrievers, but not p1 (Supplementary Fig. 3c), suggesting that dual-BRCT-like domain contributes to the specificity of XIP recognition to γ-H2A.X.

We expressed YFP-fused XIP-M in mesophyll protoplasts (Supplementary Fig. 5). Under the mock condition, YFP signal was obviously localized in both cytoplasm and nuclei. In contrast, shortly after BLM treatment (30 mins), XIP-M was found enriched in the nuclei in most observed protoplasts, suggesting XIP-M was translocated into nuclei in response to genotoxic stress. After longer BLM treatment (3 h), the immunostaining assay revealed that, in contrast to the largely dispersed distribution under mock condition (Supplementary Fig. 6), the XIP signals became focused and co-localized well with all the observed BLM-induced γ-H2A.X foci in DAPI-stained nuclei, although with a slight diffusion around (Fig. 1e).

### Characterization of *xip* mutant

We identified a T-DNA insertion mutant of *XIP* with insertion in gene body (FLAG_589H07, Wassileskija (Ws) ecotype) and hereinafter named it as *xip* in this study. This mutant was verified as a functional knock-out mutant by RT-qPCR and RACE analyses (Supplementary Fig. 7a, b). Compared to wild type (WT, Ws ecotype), mutant seedlings deficient in *XIP* showed slightly smaller organs under normal growth conditions (Fig. 2a). In consistence, we observed smaller meristem zone in *xip* root tips (Fig. 2b and Supplementary Fig. 8). Both HU and BLM treatments significantly inhibited seedling growth, the root meristem zones within root tips, and primary root elongation (Fig. 2a–c and Supplementary Fig. 8). The inhibition became more severe in *xip* (Fig. 2a–d), indicative of the hypersensitivity of *xip* seedlings to DSB stress. Till now, the biological significance of each transcript isoform cannot be fully elucidated (Supplementary Fig. 4). Therefore, we cloned the entire genomic DNA of *XIP* (including 2 kb of promoter and 1 kb of terminator of the longest *XIP-L*) and transformed it into *xip* (named as *XIP* in *xip*), which complemented the growth inhibition of *xip* and recovered the WT-like root meristem zone (Fig. 2a–d and Supplementary Fig. 8). These results indicated that *XIP* functions in both the maintenance of meristematic activity and the plant resistance to replicative and genotoxic stresses.

**Fig. 2:**
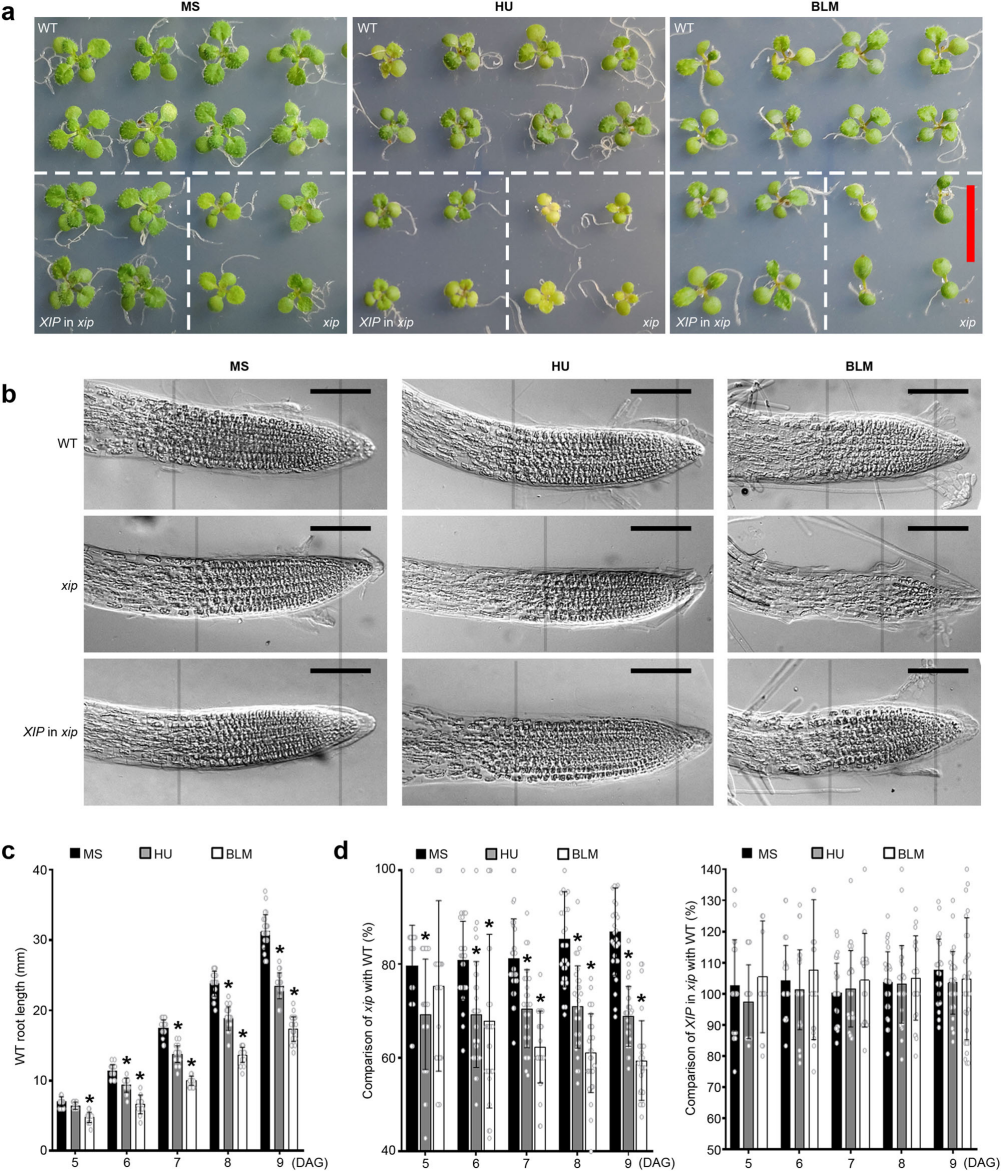
Growth inhibition of *xip* mutant and its sensitivity to genotoxic stress. **a** 12-day-old WT and *xip* mutant germinated and grown on MS medium with or without genotoxin (1 mM HU or 2.5 μM BLM). Bar = 10 mm. **b** Differential interference contrast (DIC) images taken on roots at 6 days after germination (DAG). The grey lines were added to facilitate the comparison of meristems, in which cells did not enlarge or elongate as revealed by DIC. Representative image from 20 root tips was shown. Bar = 50 μm. **c** Comparison of the primary root elongation in WT germinated and vertically grown on MS medium with or without genotoxin (1 mM HU or 2.5 μM BLM). Mean values of WT root length were shown together with error bars indicating ±SD from 30 biologically independent plants. Asterisks indicated the statistically significant differences between the MS medium and genotoxin treatment (*p* < 0.05, *t*-test, two-tail). All the *p* values can be found in the source data. **d** Comparison of the primary root elongation in *xip* mutant (left panel) or *XIP* in *xip* (right panel) with WT (shown as percentages) germinated and vertically grown on either MS medium or medium containing 1 mM HU or 2.5 μM BLM. Mean values of the relative root length (percentages) were shown together with error bars indicating ±SD from 30 biologically independent plants. Asterisks indicated the statistically significant differences between the MS medium and genotoxin treatment (*p* < 0.05, *t*-test, two-tail). All the *p* values can be found in the source data.

### Multiple genes were mis-regulated in *xip* mutant

Considering the inhibited growth of *xip* mutant and its hypersensitivity to genotoxic stresses, we examined the transcript levels of several well-studied marker genes in cell cycle progression and several key genes implicated in DSB signal transduction and DNA repair (Fig. 3a, b).

**Fig. 3:**
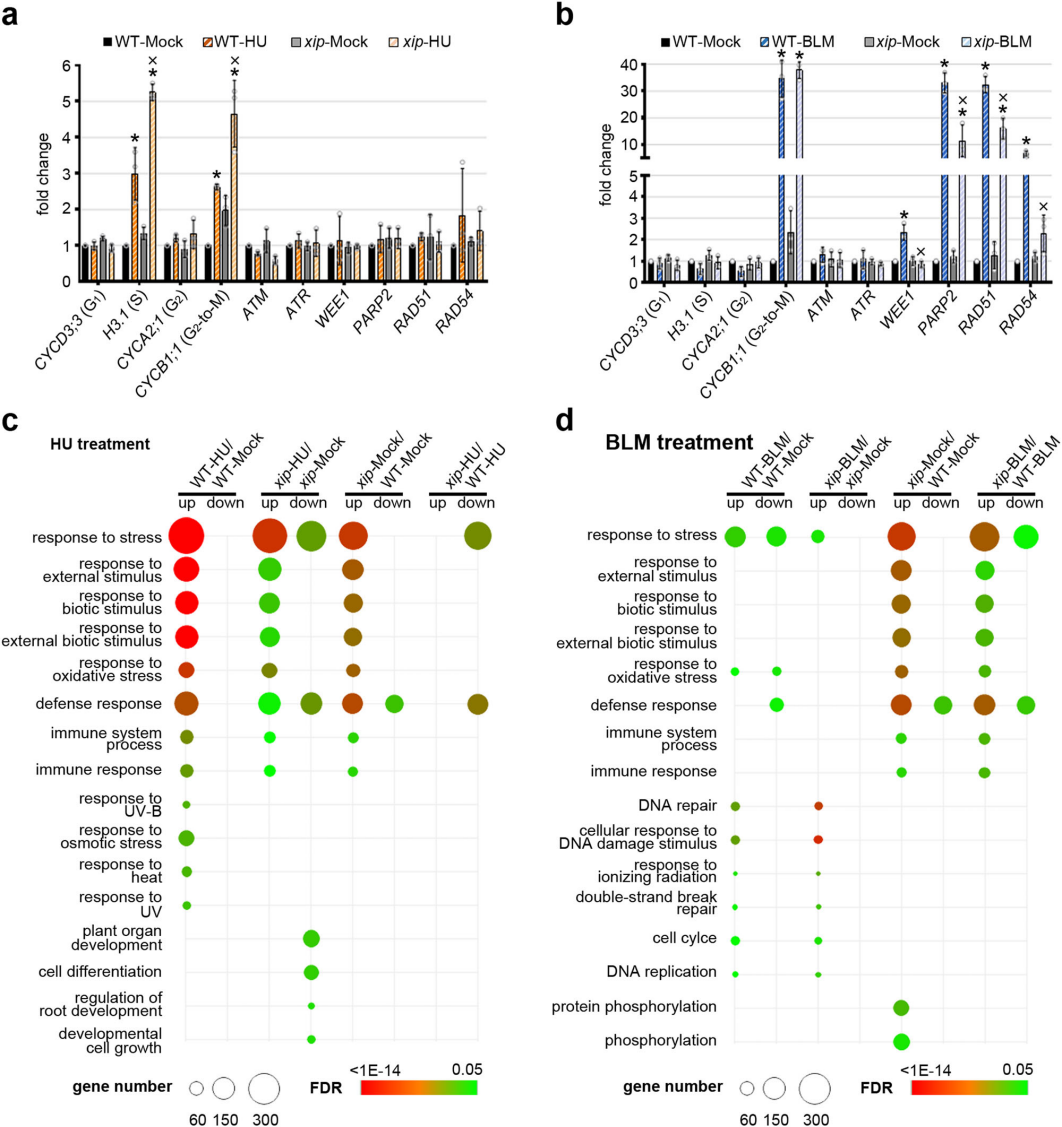
The transcriptional changes in *xip* mutant. **a** RT-qPCR analysis of phase-specific cell cycle genes (the corresponding phase is shown in parentheses) and DNA repair-related genes in 12-day-old WT and *xip* seedlings grown with or without 24-hour-long treatment of 1 mM HU. *ACT2* was used as reference gene. Mean values of the relative transcript levels in the analyzed samples compared with those in WT under mock condition (WT-Mock, set as 1) were shown together with error bars indicating ±SD from three independent biological replicates. Asterisks indicate both statistically significant difference (*p* < 0.05, *t*-test, two-tail) and fold change > 2 in samples when compared with WT-Mock. “X” indicates statistically significant difference (*p* < 0.05, *t*-test, two-tail) in *xip*-HU when compared with WT-HU sample. All the *p* values can be found in the source data. **b** RT-qPCR analysis of cell cycle and DNA repair-related genes in 12-day-old WT and *xip* seedlings grown with or without 6-hour-long treatment of 2.5 μM BLM. *ACT2* was used as reference gene. Mean values of the relative transcript levels in the analyzed samples compared with those in WT under mock condition (WT-Mock, set as 1) were shown together with error bars indicating ±SD from three independent biological replicates. Asterisks indicate both statistically significant difference (*p* < 0.05, *t*-test, two-tail) and fold change > 2 in samples when compared with WT-Mock. “X” indicates statistically significant difference (*p* < 0.05, *t*-test, two-tail) in *xip*-BLM when compared with WT-BLM sample. All the *p* values can be found in the source data. **c** GO analysis of significantly up- or downregulated genes in four gene sets, WT-HU/WT-Mock, *xip*-HU/*xip-*Mock, *xip-*Mock/WT-Mock and *xip*-HU/WT-HU. The size of each circle represented gene number, and the false discovery rate (FDR) values were indicated by various colors. **d** GO analysis of significantly up- or downregulated genes in four gene sets, WT-BLM/WT-Mock, *xip*-BLM/*xip*-Mock, *xip-*Mock/WT-Mock and *xip-*BLM/WT-BLM.

HU treatment in this study resulted in the significantly elevated phase-specific *H3.1* and *CYCB1;1*, indicative of the arrest of S- and G_2_-to-M phases in cell cycle progression, whereas the relevant DNA repair genes were not significantly activated. The HU-activated *H3.1* and *CYCB1;1* was stronger in *xip* mutant when compared to WT (*p* < 0.05, *t*-test) (Fig. 3a), suggesting that *xip* mutant displayed higher sensitivity to replication fork stress. BLM treatment significantly activated DNA damage genes *WEE1*, *PARP2*, *RAD51* and *RAD54* but not sensor kinase genes *ATM* and *ATR*, as well as cell cycle gene *CYCB1;1* but not *H3.1*, underscoring a different transcriptional response. In this case, *CYCB1;1* transcript level was comparable in WT and *xip* mutant, however, all four examined BLM-induced DNA repair-related genes were not full activated in *xip* mutant as compared to WT (Fig. 3b), suggesting that the full activation of these key genes in the DDR pathway is dependent on XIP activity.

DDR causes massive transcription reprogramming. We thus performed a comprehensive RNA-seq analysis on both WT and *xip* seedlings under mock, HU and BLM treatments, respectively. Among these transcriptome data, we were concerned with the significant transcriptional changes caused by replication or genotoxin stress (marked as HU/Mock or BLM/Mock); as well as those *XIP*-dependent transcriptional changes under the same condition (mock or genotoxin, marked as *xip*/WT). 

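*XIP* (AT4G03130), on the minus strand of chromosome 4 from 1387781 to 1390781, was listed at 235 and 269 FPKM in the *xip*-Mock libraries, 222 and 166 FPKM in *xip*-HU and 263 and 307 FPKM in *xip*-BLM. In WT it was listed at 0.41 and 0.813 FPKM under mock, 0 and 0.435 FPKM under HU and 0 and 0 FPKM under BLM. The log2 fold change was 7.30 (SE 0.21, limma adjusted p = 1.39e-07) in *xip*-Mock/WT-Mock. The level of *XIP* therefore separated all *xip* libraries from all WT libraries, but it is no measure of intact *XIP* transcript. In Supplementary Fig. 7 the paper reports by RT-qPCR that amplification across the T-DNA insertion fell in *xip* and amplification after the insertion rose. It describes a chimeric transcript driven by the T-DNA's 35S promoter, with no *XIP* protein sequence in its predicted coding region, and infers a functional knock-out. AT4G03120, which ends tail to tail with *XIP* on the plus strand of chromosome 4 from 1385613 to 1387803, had 72 ± 6.71 FPKM (SD, n = 2) in *xip*-Mock, a log2 fold change of 1.96 (SE 0.18, limma adjusted p = 9.97e-05) over WT-Mock. Counting only the transcripts that the files match to the annotation, a choice made after the data were seen, it had 5.05 and 3.76 FPKM in *xip*-Mock against 16.0 and 14.5 FPKM in WT-Mock. This reverses the log2 fold change to -1.60 (limma adjusted p = 0.00141). In *xip*-HU it had 108 and 119 FPKM, against 21.2 and 14.7 FPKM in WT-HU. 

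**Figure D1:**
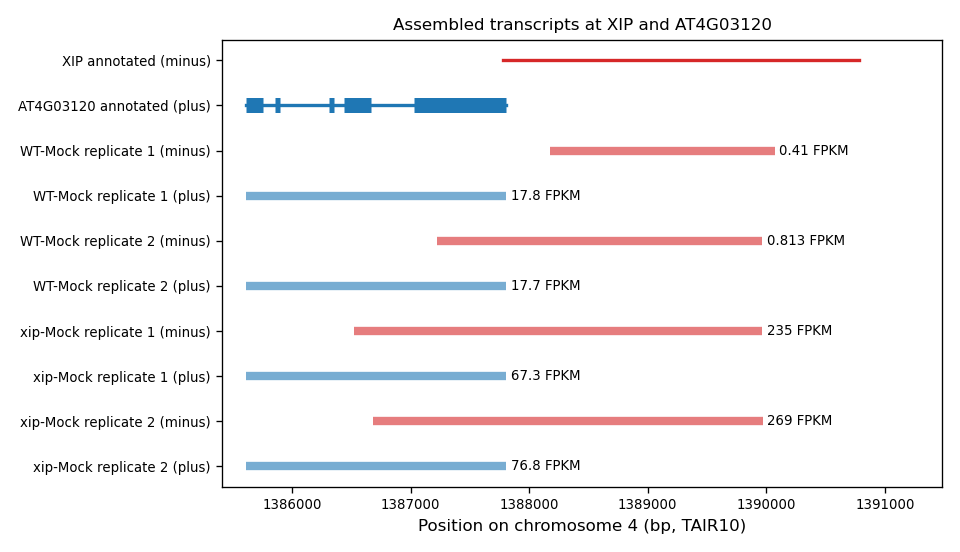
Spans of the assembled transcripts at *XIP* (red, minus strand) and AT4G03120 (blue, plus strand) against the position on chromosome 4, for the WT-Mock and *xip*-Mock libraries, with the annotated genes and the exons of AT4G03120 drawn to scale. The *XIP* transcripts are labelled with 235 and 269 FPKM in *xip*-Mock and with less than 1 FPKM in WT-Mock.

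The RNA-seq data came from 12-day-old Wassilewskija seedlings of WT and of *xip*, a T-DNA line in the same accession. Each genotype was kept in liquid medium without treatment (Mock), with 1 mM hydroxyurea (HU), which depletes the dNTP pool, for 24 h, or with bleomycin (BLM), which breaks DNA. For BLM the paper gives 2.5 μM for 6 h after 18 h in normal medium, while the labels of the samples give 1 mM, and the samples were mapped by the paper's value. There were 2 libraries per group, which the paper calls independent biological replicates, and 12 libraries in all. Poly(A) RNA was sequenced with a stranded kit. The submitters' processing notes name Bowtie2 and StringTie, with no version, role or genome build. The deposited files list the transcripts assembled in each library with their FPKM, TPM and coverage. The ratio of coverage to FPKM was 1 constant per library, which gives the aligned bases: 6.23 and 6.18 Gb in WT-Mock, 5.08 and 5.98 Gb in WT-HU and 7.19 and 6.34 Gb in WT-BLM. In *xip* the aligned bases were 5.69 and 8.09 Gb under mock, 6.08 and 5.74 Gb under HU and 5.48 and 6.52 Gb under BLM. For each library the FPKM of a gene's transcripts was summed, including assembled transcripts without an annotated match that had at least 25% of their exonic bases in the gene's exons on the same strand. The 19977 genes with at least 1 FPKM in at least 2 libraries were tested with limma on log2(FPKM + 1), with all 12 libraries in 1 model, so fold changes of low genes are understated. A DEG had a log2 fold change of at least 1 in either direction and a Benjamini-Hochberg adjusted p of at most 0.05. Gene lists fixed before the data were examined were tested with camera at a preset inter-gene correlation of 0.01 and again with an estimated correlation, and their members were also adjusted over the list alone. A second list test, fry, is given for some lists where its reading differs. A gene listed at 0 can be a failed estimate of the assembler, so no fold is given against a group whose libraries are both at 0.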

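*ESP* (AT1G54040, chromosome 1 from 20170715 to 20173949) was higher in *xip* than in WT under all 3 conditions, and encodes the epithiospecifier protein that directs glucosinolate breakdown toward nitriles. *ESP* had 409.6 ± 16.6 FPKM (SD, n = 2) in *xip*-Mock and 4.35 ± 0.679 FPKM in WT-Mock, a log2 fold change of 6.27 (SE 0.10, limma adjusted p = 3.51e-09). The difference was 8.02 (SE 0.10) under HU and 7.31 (SE 0.10) under BLM. *TGG2* (AT5G25980), which encodes a myrosinase that starts glucosinolate breakdown, had 6.68 ± 0.149 FPKM in *xip*-Mock and 278 ± 6.13 FPKM in WT-Mock, -5.18 (SE 0.082, limma adjusted p = 3.51e-09) on the log2 scale. *SUC7*, a member of the sucrose transporter family, was higher in *xip*-Mock by 5.30 and in *xip*-BLM by 5.91, while *ECS1* was at -5.29 in *xip*-Mock/WT-Mock. The noncoding RNA genes AT2G05914 and AT2G15555 were higher in *xip* under all 3 conditions, by 5.87 and 5.48 under mock. Under HU, *HR4* (-5.22), a homolog of the powdery mildew resistance gene *RPW8*, and *JAL33* (-5.01), a jacalin-related lectin gene, were lower in *xip*, and *CRU3* (4.85), which encodes a seed storage protein, was higher. Under BLM, *WRR4* (-4.38), an immune receptor gene for white rust resistance, was lower in *xip*. *CWLP* (AT3G22120), a gene for a cell wall protein, was at -4.82 in *xip*-Mock/WT-Mock, but transcripts on its other strand were assembled in every library, so its value is uncertain. At the thresholds above, limma called 630 genes higher and 620 lower in *xip*-Mock/WT-Mock, 549 higher and 673 lower in *xip*-HU/WT-HU, and 759 higher and 560 lower in *xip*-BLM/WT-BLM. All 3 comparisons shared 133 genes higher and 220 genes lower in *xip*. Of the called genes, 64, 87 and 59 in these 3 comparisons were listed at 0 in both libraries of a group.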

After normalization, those genes with both fold change of transcript level ≥2 and *p*-value ≤0.05 were considered as differentially expressed genes (DEGs) (Supplementary Fig. 9 and Supplementary Data 2). Among them, we noticed that the DEG number in *xip* after BLM treatment (*xip*-BLM/*xip*-Mock) was obviously smaller (338 up- and 144 downregulated genes) when compared to those in WT after BLM treatment (WT-BLM/WT-Mock, 771 up- and 742 downregulated genes), suggesting that the transcriptional response to BLM challenge may be less severe in *xip* mutant when compared with that in WT (Supplementary Fig. 9), which was in line with our quantitative RT-qPCR examination (Fig. 3b and Supplementary Fig. 10), and was further supported by the principal component analysis (PCA) (Supplementary Fig. 11).

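BLM raised genes of DNA damage signaling in both genotypes, and more genes passed the thresholds in WT than in *xip*. *SMR7* (AT3G27630, chromosome 3 from 10230892 to 10231567), a cyclin-dependent kinase inhibitor gene, rose from 2.83 ± 0.0566 to 143 ± 0.239 FPKM (SD, n = 2) in WT and from 0.697 ± 0.272 to 113 ± 5.04 FPKM in *xip*. These are log2 fold changes of 5.23 (SE 0.23, limma adjusted p = 2.66e-06) and 6.07 (SE 0.23, limma adjusted p = 1.39e-06). *TK1A*, a thymidine kinase gene, rose by 4.50 (SE 0.14) in WT and 4.61 (SE 0.14) in *xip*. Among the genes that fell in WT were *GLP9* (-2.49), a germin-like protein gene, *PRX52* (-2.45), a peroxidase gene, and *GSTF14* (-2.62), a glutathione transferase gene. limma called 340 genes higher and 278 lower in WT-BLM/WT-Mock, and 137 higher and 22 lower in *xip*-BLM/*xip*-Mock. Of the 137 genes that rose in *xip*, 102 (74.5%) also rose in WT. The difference itself was tested as the interaction of BLM and genotype, which called 480 genes, 284 with a higher and 196 with a lower change in *xip*. Median-of-ratios scaling gave 199 and 242 in these directions and quantile normalization 218 and 261. The higher changes were 180 and 147 without WT-Mock replicate 1 and 2, 178 without WT-BLM replicate 1, and 167 and 186 without *xip*-BLM replicate 1 and 2. The lower ones were 119 without WT-BLM replicate 2. Unadjusted p gave 489 and 312. Among the 340 genes that rose in WT, the interaction called 133 with a lower change in *xip* and 0 with a higher one by limma, with or without adjustment of p. The same WT libraries selected these genes and enter the interaction, so chance alone favors lower values in *xip*. Of these 133 genes, 46 were also higher in *xip*-Mock than in WT-Mock. *ANAC044*, a transcription factor gene related to *SOG1*, had an interaction of -2.20 (SE 0.26, limma adjusted p = 0.00328), with 26.1 ± 2.76 FPKM in WT-BLM and 9.18 ± 0.741 FPKM in *xip*-BLM. *GMI1*, a DNA repair gene, had an interaction of -2.25, a call that was lost without WT-Mock replicate 1, WT-BLM replicate 1 or *xip*-BLM replicate 1. Without *xip*-BLM replicate 1 or 2, 49 and 40 genes were lower in *xip*-BLM/*xip*-Mock, and without WT-Mock replicate 2 the interaction called 283 genes. From the smaller DEG number in *xip* after BLM, the paper proposes that the transcriptional response to BLM may be less severe in *xip* than in WT. It also cites its RT-qPCR and its principal component analysis for this.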

The DEGs were consequently analyzed in the following gene ontology (GO) analysis (HU in Fig. 3c and BLM in Fig. 3d, respectively). 

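After BLM, *XRI1* (AT5G48720, chromosome 5 from 19758881 to 19762015), an X-ray induced gene, rose from 8.89 ± 1.46 to 346 ± 56.2 FPKM (SD, n = 2) in WT, a log2 fold change of 5.13 (SE 0.14, limma adjusted p = 2.85e-07). In *xip* it rose from 6.35 ± 0.464 to 157 ± 13.5 FPKM, by 4.43 (SE 0.14, limma adjusted p = 6.07e-07). *BRCA1*, which acts in homologous recombination, rose by 3.97 (SE 0.14) in WT and 4.80 (SE 0.14) in *xip*. Of 18 tested genes of DNA damage signaling and checkpoint, 8 rose and 0 fell in WT-BLM/WT-Mock, the same numbers when adjusted over the list alone (median 0.63; camera adjusted p = 5.35e-09, adjusted p = 0.00757 with an estimated correlation). In *xip*-BLM/*xip*-Mock, 8 rose and 0 fell, as adjusted over the list alone (median 0.19; camera adjusted p = 2.64e-10, adjusted p = 0.00578 with an estimated correlation). *GMI1* rose by 4.99 in WT and 2.74 in *xip*, where the call was lost in a model of the compared groups alone, and *RAD17*, a checkpoint clamp loader gene, by 3.30 and 2.50. Of 25 genes of homologous recombination, 7 rose and 0 fell in WT, also adjusted over the list alone (median 0.27; camera adjusted p = 4.4e-08, adjusted p = 0.00757 with an estimated correlation). In *xip* the same counts of 7 and 0 were found, also adjusted over the list alone (median 0.29; camera adjusted p = 1.02e-07, adjusted p = 0.00578 with an estimated correlation). The interaction of BLM and genotype was negative, a lower change in *xip*, for 2 genes of DNA damage signaling and positive for 0, also adjusted over the list alone (median -0.33; camera adjusted p = 0.007, adjusted p = 0.224 with an estimated correlation). It was negative for 1 gene of homologous recombination and positive for 0, or 2 and 0 adjusted over the list alone (median -0.25; camera adjusted p = 0.0361, adjusted p = 0.224 with an estimated correlation). *COM1*, which acts in the resection of broken ends, rose by 3.39 and 2.66, and *RPA1E*, a subunit of a protein that binds single-stranded DNA, by 3.15 and 2.89. Of 9 genes of end joining, 2 rose in each genotype, *PARP1* by 2.91 and 2.37, and *PARP2*, both poly(ADP-ribose) polymerase genes. For this list camera gave an adjusted p of 0.00526 in WT (adjusted p = 0.27 with an estimated correlation) and 0.0232 in *xip* (adjusted p = 0.383 with an estimated correlation), where the median was -0.06 and the mean 0.65. Of 18 genes of DNA replication and dNTP supply, 3 rose in each genotype, including *RNR1*, a ribonucleotide reductase gene, by 2.33 in WT, and camera gave adjusted p-values of 0.241 in WT and 0.645 in *xip*. The median of this list was -0.06 in WT and -0.18 in *xip*, against means of 0.47 and 0.38, and the direction of camera was down in *xip*. The test fry pointed up in both genotypes, with an unadjusted fry p of 0.00531 in WT and 0.0235 in *xip*. Of 17 genes of excision, mismatch and bypass repair, 0 passed the limma thresholds in either genotype, with or without adjustment of p (camera adjusted p = 0.241 in WT and 0.575 in *xip*). Counts for the last 3 lists were unchanged when adjusted over the list alone. 

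**Figure D2:**
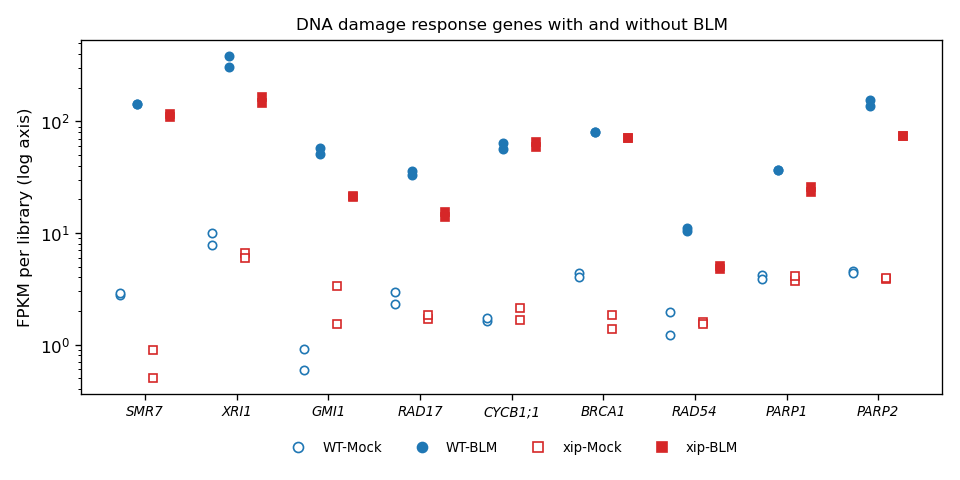
FPKM, on a log axis, of 9 genes of DNA damage signaling and repair in each library of WT-Mock, WT-BLM, *xip*-Mock and *xip*-BLM, with 1 point per library. Both BLM libraries lie above both Mock libraries of the same genotype for the genes shown, such as *RAD17* with a log2 fold change of 3.30 in WT and 2.50 in *xip*.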

In this study, the overrepresentation in ‘DNA repair’ (GO: 0006281) was specifically found in WT-BLM/WT-Mock. In comparison, the significant upregulated DEGs in WT after HU treatment (marked as WT-HU/WT-Mock) had a clear overrepresentation in ‘response to stress’ (GO: 0006950), and also many other related categories, such as ‘response to biotic stimulus’ (GO: 0009607) and ‘response to oxidative stress’ (GO: 0006979). Among these categories, only the overrepresentation in ‘response to stress’ and ‘response to oxidative stress’ was still found in WT-BLM/Mock, although with much less significance and much smaller gene number. 

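Part of the oxidative stress, heat shock, and salicylic acid and immune genes were higher in WT-HU than in WT-Mock. Clock genes moved as well, with 7 of 11 higher. An effect of HU on these lists was not told apart here from a difference in light or time of day at harvest. Of 25 genes of the oxidative stress response, 11 rose and 0 fell in WT-HU/WT-Mock, also adjusted over the list alone (median log2 fold change 0.95; camera adjusted p = 6.36e-15, adjusted p = 0.0401 with an estimated correlation). *UPOX*, a mitochondrial gene that responds to oxidants, rose from 8.29 ± 0.0869 to 47 ± 11.5 FPKM (SD, n = 2), by 2.35 (SE 0.17, limma adjusted p = 2.06e-05). *GSTF7* and *GSTF6*, glutathione transferase genes with similar sequences that may share reads, rose by 2.39 and 1.92. Of 19 heat shock genes, 9 rose and 0 fell, also adjusted over the list alone (camera adjusted p = 9.96e-10, adjusted p = 0.031 with an estimated correlation), led by *HSP18.2* at 3.96 (SE 0.21) and *HSP21*, which acts in plastids, at 3.28 (SE 0.25). Of 26 salicylic acid and immune genes, 5 rose and 2 fell, also adjusted over the list alone (camera adjusted p = 0.0379, adjusted p = 0.13 with an estimated correlation). Among them *CYP71A13* and *PAD3*, enzymes of camalexin synthesis, rose by 2.54 and 1.41, and *PR2*, a beta-1,3-glucanase gene, was at -1.54. For the 18 genes of DNA damage signaling, limma called 0 higher and 0 lower, with or without adjustment of p and adjusted over the list alone (camera adjusted p = 0.0284, adjusted p = 0.133 with an estimated correlation). The DNA damage signaling list pointed up, with a median of 0.33. The 13 histone H3.1 and H4 genes, which are used in S phase and share similar sequences, had 2 higher (camera adjusted p = 9.62e-06, adjusted p = 0.255 with an estimated correlation), and the 21 genes of G2 and mitosis had 1 higher (camera adjusted p = 9.62e-06, adjusted p = 0.0677 with an estimated correlation), both also when adjusted over the list alone. Beside these groups, 9 of 11 photosynthesis genes rose, also adjusted over the list alone (camera adjusted p = 6.36e-15, adjusted p = 0.0274 with an estimated correlation), and 3 of 10 root markers fell, also adjusted over the list alone (camera adjusted p = 0.0952, adjusted p = 0.207 with an estimated correlation). The reference genes, 6 in number, had 0 calls by limma in any of the 7 comparisons, with or without adjustment of p, and their camera adjusted p was 0.617 in WT-HU/WT-Mock, where the median was -0.22, the mean -0.03 and the test pointed up. Their list was not level elsewhere, though camera did not pass it in any comparison. By fry it pointed up in *xip*-Mock/WT-Mock (median 0.12), *xip*-BLM/WT-BLM (0.14), WT-BLM/WT-Mock (0.15) and *xip*-BLM/*xip*-Mock (0.05). It pointed down in *xip*-HU/*xip*-Mock (-0.28) and *xip*-HU/WT-HU (-0.19). The median of all genes lay at -0.22 in WT-HU/WT-Mock and -0.16 in *xip*-HU/*xip*-Mock, and the WT-HU libraries differed more from each other than other pairs, with a median absolute log2 difference of 0.278 against 0.113 to 0.140.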

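After BLM, 5 of the 25 oxidative stress genes rose in WT and 0 fell, also adjusted over the list alone (median log2 fold change 0.29; camera adjusted p = 8.26e-06, adjusted p = 0.17 with an estimated correlation). *OXI1*, a kinase gene induced by hydrogen peroxide, rose from 4.12 ± 0.0981 to 23.9 ± 0.384 FPKM (SD, n = 2), by 2.28 (SE 0.19, limma adjusted p = 0.00011). *GSTU25*, a glutathione transferase gene, rose by 2.08, and *UPOX* and *BCS1*, a mitochondrial ATPase gene, rose to 31.4 ± 3.33 and 35.6 ± 0.623 FPKM. Of the 19 heat shock genes, 1 fell and 0 rose, also adjusted over the list alone (camera adjusted p = 8.26e-06, adjusted p = 0.0776 with an estimated correlation). The salicylic acid and immune genes went both ways, 2 of 26 higher and 4 lower, also adjusted over the list alone (camera adjusted p = 0.289; median 0.01, mean -0.05, test pointing up). *PR1*, a marker of salicylic acid signaling, fell from 20.5 ± 2.69 to 5.06 ± 0.535 FPKM, a log2 fold change of -1.83 (SE 0.17, limma adjusted p = 0.000247), and *ACD6*, a regulator of salicylic acid, was at -1.56. *FMO1*, a gene of systemic acquired resistance, was higher by 1.34. The difference between the oxidative stress responses to HU and to BLM was not tested. The 13 histone H3.1 and H4 genes had 1 higher and 1 lower, also adjusted over the list alone (camera adjusted p = 0.00131, adjusted p = 0.371 with an estimated correlation). The histone list pointed down, with a median of -0.63.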

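Without treatment, part of the genes of the oxidative stress response were higher in *xip* than in WT. *UGT74E2* (AT1G05680, chromosome 1 from 1703002 to 1704838), a glucosyltransferase gene induced by hydrogen peroxide, had 220.5 ± 6.97 FPKM (SD, n = 2) in *xip*-Mock and 29.7 ± 1.49 FPKM in WT-Mock, a log2 fold change of 2.85 (SE 0.14, limma adjusted p = 2.64e-06). *GSTU24*, a glutathione transferase gene, had 305 ± 34.4 FPKM against 42.3 ± 0.745 FPKM, 2.82 (SE 0.11, limma adjusted p = 6.37e-07) on the log2 scale. *UPOX* was higher by 1.95, and *AOX1A*, the alternative oxidase gene of mitochondria, was higher with 123 ± 6.83 against 34.6 ± 0.464 FPKM, while *CAT3*, a catalase gene, was at -1.49, a call lost without either WT-Mock or WT-BLM library or without *xip*-Mock replicate 1. Of 25 genes of the oxidative stress list, 7 were higher and 1 lower, also adjusted over the list alone (median 0.64; camera adjusted p = 6.06e-07, adjusted p = 0.19 with an estimated correlation). Of 26 salicylic acid and immune genes, 3 were higher and 1 lower, also adjusted over the list alone (camera adjusted p = 0.0106, adjusted p = 0.19 with an estimated correlation). The higher ones were *PR1* at 1.09 (lost without WT-Mock replicate 1), *EDS1* at 1.06 (lost without *xip*-Mock replicate 2 or with the highest transcript alone) and *NIMIN1* at 1.06 (lost without WT-Mock or *xip*-Mock replicate 1), and the lower one was *AIG1* (-2.42), a gene induced in resistance to bacteria. Of 19 heat shock genes, 4 were higher and 0 lower, also adjusted over the list alone (camera adjusted p = 0.0358, adjusted p = 0.292 with an estimated correlation), with *HSP17.6II* at 1.88 (SE 0.085). Of 21 genes of G2 and mitosis, 1 was higher and 0 lower, also adjusted over the list alone (camera adjusted p = 0.000209, adjusted p = 0.19 with an estimated correlation), which was *HINKEL*, a kinesin gene of cytokinesis, at 1.15. For 7 genes of developmental cell death limma called 0 in either direction, with or without adjustment of p (camera adjusted p = 0.0115, adjusted p = 0.193 with an estimated correlation). The cell death list pointed up in *xip*, with a median of 0.43. The DNA damage signaling list had 1 gene lower, *SMR7* at -1.18 (camera adjusted p = 0.826), and the homologous recombination list 1 gene lower, *BRCA1*, with 1.6 ± 0.306 against 4.21 ± 0.201 FPKM (camera adjusted p = 0.141), both also when adjusted over the list alone. For the homologous recombination list fry read differently and pointed down, with an unadjusted fry p of 0.000116. The *BRCA1* call was lost without WT-Mock replicate 1 or *xip*-Mock replicate 1 and with median-of-ratios scaling or quantile normalization. The 16 lists are not GO categories, since no GO terms were used here.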

Intriguingly, these enriched GO categories were also clearly found in the upregulated DEGs in *xip* compared to WT under mock condition (*xip*-Mock/WT-Mock). In the most enriched GO category ‘response to stress (GO: 0006950)’, we noticed that 132 out of the 264 upregulated DEGs (50%) in *xip* mutant were overlapped with those in WT-HU/WT-Mock and WT-BLM/WT-Mock (Supplementary Fig. 12), supporting that *XIP*-depletion partially mimics the WT plants under replication and/or genotoxin stresses in activating diverse responsive genes. 

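Of the genes higher in *xip*-Mock than in WT-Mock, 189 (30%) also rose in WT after HU, BLM or both, against 36.0 for independent lists of these sizes. For the genes shared with HU, an effect of HU was not told apart from a difference in light or time of day at harvest. *UPOX* and *AOX1A* rose under both treatments in WT, *AOX1A* by 1.27 with HU and 1.10 with BLM. *UGT74E2* (1.51), *GSTU4* (1.30) and *HSP17.6II* (1.90), all higher in *xip*-Mock, rose with HU in WT. *CRK13*, a cysteine-rich receptor-like kinase gene, rose with BLM by 1.93 (SE 0.10, limma adjusted p = 5.46e-06). The comparisons all use the WT-Mock libraries, so that chance differences in these libraries enter each of them. The overlap was set against 50 simulations of unchanged groups compared with the WT-Mock libraries, which leave out real changes. At the thresholds that gave the observed 138 genes with HU and 74 with BLM, the simulations shared 0 and 0.04 on average. Unchanged groups rarely pass these thresholds, so an overlap this small was set in advance and cannot exclude a part of the shared control. Top lists forced to the observed sizes shared 189 genes on average with HU (highest 221) and 106 with BLM (highest 125). These lists hold only noise that the shared control correlates, so they do not measure its part in the observed overlap. With 1 WT-Mock library as the control of *xip*-Mock and the other as that of HU and BLM, a test added after the data were seen, 171 genes (27.1%) were shared. With the libraries exchanged 173 were, against 35.0 and 35.7 for independent lists. No library serves both sides in these 2 counts, but each control is then a single library, and a deviation common to both WT-Mock libraries would still enter.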

In consistence, the GO enrichments involved in diverse ‘responses’ in WT-HU/WT-Mock and WT-BLM/WT-Mock were obviously attenuated in the *xip* mutant background (*xip-*HU/*xip*-Mock and *xip-*BLM/*xip*-Mock, respectively) (Fig. 3c, d).

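In *xip*, part of the oxidative stress and heat shock genes were still higher with HU than under mock. Few genes of these lists were higher with BLM. As in WT, an effect of HU was not told apart here from a difference in light or time of day at harvest. Of the 25 oxidative stress genes, 7 rose in *xip*-HU/*xip*-Mock (camera adjusted p = 2.62e-06, adjusted p = 0.106 with an estimated correlation), with *CAT3* at 3.03, and 1 rose in *xip*-BLM/*xip*-Mock (camera adjusted p = 0.457), none fell in either, and the counts were the same adjusted over the list alone. That gene was *OXI1* at 1.18, a call lost without any of the 4 libraries compared and in a model of these groups alone. Of 19 heat shock genes, 7 rose and 2 fell in *xip*-HU/*xip*-Mock (camera adjusted p = 3.92e-05, adjusted p = 0.088 with an estimated correlation), with *HSP18.2* at 3.57, and limma called 0 in *xip*-BLM/*xip*-Mock, with or without adjustment of p (camera adjusted p = 0.0232, adjusted p = 0.286 with an estimated correlation), as also adjusted over the list alone. In *xip*-BLM/*xip*-Mock the heat shock list pointed down, with a median of -0.11. Of 26 salicylic acid and immune genes, 4 rose and 1 fell with HU (camera adjusted p = 0.0202, adjusted p = 0.0887 with an estimated correlation) and 0 were called by limma with BLM, with or without adjustment of p (camera adjusted p = 0.034, adjusted p = 0.122 with an estimated correlation), also adjusted over the list alone. With BLM the salicylic acid and immune list pointed up, with a median of 0.11. In the HU comparison of *xip*, 9 of 11 photosynthesis genes rose and 3 of 10 root markers fell beside these groups. The differences between genotypes were tested as interactions, in which a negative value is a smaller rise or a larger fall in *xip* than in WT. For HU, *UGT74E2* had an interaction of -2.21 (SE 0.20, limma adjusted p = 0.000315), *UPOX* of -1.57 and *AOX1A* of -1.32, and 3 of the 25 oxidative stress genes passed in this direction and 0 in the other, also adjusted over the list alone (camera adjusted p = 0.00906, adjusted p = 0.37 with an estimated correlation). Of the heat shock genes 5 had negative interactions with HU, also adjusted over the list alone (camera adjusted p = 0.00696, adjusted p = 0.37 with an estimated correlation), with *HSP23.6* at -1.49 (SE 0.20). Of 24 receptor and signaling kinase genes 6 had negative and 1 positive interactions with HU, 8 and 1 adjusted over the list alone (camera adjusted p = 0.00233, adjusted p = 0.37 with an estimated correlation), with *FRK1* at -2.07 and *WAK1*, a wall-associated kinase gene, at 1.47, which was lost when the highest transcript stood for the gene. In the other direction, 4 of 26 salicylic acid and immune genes had positive and 0 negative interactions with HU, also adjusted over the list alone (camera adjusted p = 0.375). For this list fry pointed up, with an unadjusted fry p of 0.00467. Of 18 genes of DNA replication and dNTP supply limma called 0, with or without adjustment of p, also adjusted over the list alone. All 18 values were positive (median 0.31; camera adjusted p = 0.0126, adjusted p = 0.37 with an estimated correlation). For BLM, 4 of the 25 oxidative stress genes had negative interactions, 5 adjusted over the list alone (camera adjusted p = 8.98e-05, adjusted p = 0.27 with an estimated correlation), with *GSTU25* at -2.01 (SE 0.17, limma adjusted p = 0.000741) and *BCS1* at -1.37. Of 24 receptor and signaling kinase genes 1 had a negative and 0 a positive interaction with BLM, 2 and 1 adjusted over the list alone (camera adjusted p = 0.0361, adjusted p = 0.565 with an estimated correlation). Of 19 heat shock genes limma called 0 with BLM, with or without adjustment of p, also adjusted over the list alone. Of the values 17 were positive, against the direction with HU (median 0.46; camera adjusted p = 0.007, adjusted p = 0.27 with an estimated correlation). Salicylic acid and immune genes went both ways with BLM, 5 positive and 3 negative interactions, also adjusted over the list alone (camera adjusted p = 0.83), with *PR1* at 2.27 (SE 0.25) and *ACD6* at 1.60. Here too fry pointed up for the list, with an unadjusted fry p of 0.00425. Of all genes that rose in WT-HU/WT-Mock, the HU interaction called 194 with a lower and 16 with a higher change in *xip*, and 86 of the 194 were already higher in *xip*-Mock than in WT-Mock. As with BLM, the WT libraries that selected these genes enter the interaction, so chance alone favors lower values in *xip*. The HU interaction called 974 genes, 380 with a higher and 594 with a lower change in *xip*.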

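With BLM treatment, part of the heat shock, immune and oxidative stress genes were higher in *xip* than in WT, and part of the DNA damage signaling genes were lower. *PR1* (AT2G14610, chromosome 2 from 6241640 to 6242541) had 60.9 ± 1.93 FPKM (SD, n = 2) in *xip*-BLM, a log2 fold change over WT-BLM of 3.36 (SE 0.17, limma adjusted p = 3.8e-06). *WRKY53*, a transcription factor gene of senescence and defense, was higher by 1.93 and *NIMIN1*, whose protein binds the salicylic acid receptor NPR1, by 1.96. Of 26 salicylic acid and immune genes, 6 were higher and 3 lower, also adjusted over the list alone (camera adjusted p = 0.0333, adjusted p = 0.173 with an estimated correlation). Of 19 heat shock genes, 6 were higher and 0 lower, also adjusted over the list alone (camera adjusted p = 0.000215, adjusted p = 0.111 with an estimated correlation), led by *HSP17.6II* at 2.34 and *ROF2*, a co-chaperone gene, at 2.21. Of 25 oxidative stress genes, 3 were higher and 0 lower, also adjusted over the list alone (camera adjusted p = 0.0212, adjusted p = 0.438 with an estimated correlation), with *GSTU24* at 2.73 (SE 0.11, limma adjusted p = 8.44e-07) and *UGT74E2* at 2.22. Of 18 DNA damage signaling genes, 5 were lower and 0 higher, also adjusted over the list alone (camera adjusted p = 0.00431, adjusted p = 0.111 with an estimated correlation), among them *ANAC044* at -1.41 (SE 0.19) and *RAD17* at -1.18 (SE 0.13). Of 25 homologous recombination genes, 1 was lower and 0 higher, also adjusted over the list alone (camera adjusted p = 0.000743, adjusted p = 0.0769 with an estimated correlation), which was *SYN2*, a cohesin subunit gene, at -1.12. The replication and dNTP list had 1 gene lower, *RNR1* at -1.09, also adjusted over the list alone (camera adjusted p = 0.00431, adjusted p = 0.232 with an estimated correlation).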

We also noticed that these enriched GO categories involving diverse responses are also found in the upregulated genes in *xip-*BLM/WT-BLM (with BLM treatment, *xip* compared to WT), although with less significance. 

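With HU treatment, *GSTU25* (AT1G17180, chromosome 1 from 5872024 to 5873124) had 68.7 ± 2.94 FPKM (SD, n = 2) in *xip*-HU and 9.63 ± 1.85 FPKM in WT-HU, a log2 fold change of 2.72 (SE 0.12, limma adjusted p = 1.53e-06). *GSTU24* was higher by 2.03 and *BCS1* by 1.21. Of 25 oxidative stress genes, 4 were higher and 0 lower, also adjusted over the list alone (camera adjusted p = 0.00855, adjusted p = 0.749 with an estimated correlation). *PR1* had 74.6 ± 5.07 FPKM in *xip*-HU and 15.3 ± 4.55 FPKM in WT-HU, 2.24 (SE 0.17, limma adjusted p = 3.78e-05) on the log2 scale, and *PR2* was higher by 1.59. *PAD3* and *CYP71A13*, both of camalexin synthesis, were higher by 1.68 and 1.51. Of 26 salicylic acid and immune genes, 5 were higher and 1 lower, also adjusted over the list alone (camera adjusted p = 0.0183, adjusted p = 0.258 with an estimated correlation). Of 24 receptor and signaling kinase genes, 2 were higher and 1 lower, also adjusted over the list alone (camera adjusted p = 0.994), with *WAK1* at 1.54, a call lost when the highest transcript stood for the gene. Of 19 heat shock genes, limma called 0 in either direction, with or without adjustment of p and adjusted over the list alone (camera adjusted p = 0.683; median -0.21). The developmental cell death list of 7 genes had 1 lower, *ORE1*, a senescence regulator, at -1.10, also adjusted over the list alone (camera adjusted p = 0.683). The 18 DNA damage signaling genes and the 25 homologous recombination genes had 0 calls by limma, with or without adjustment of p and adjusted over the list alone (camera adjusted p = 0.473 and 0.865), where the homologous recombination median was 0.03 and the test pointed down. The photosynthesis genes and the root markers had 0 calls by limma, with or without adjustment of p (camera adjusted p = 0.473 and 0.683).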

Intriguingly, these GO categories were obviously absent in the upregulated genes in *xip-*HU/WT-HU (with HU treatment, *xip* compared to WT) (Fig. 3d), indicating that these enriched GO categories of upregulated genes caused by *XIP*-depletion have been effectively offset predominantly by the exogenous HU treatment, and to a less extent, by BLM challenge. Taken together, *XIP* was highly implicated with the transcription reprogramming triggered by replication and/or genotoxin stresses.

### Phospho-proteomic analysis reveal changes in the DDR pathway

DDR involves a complicate network for the coordination of DNA repair, and the signaling cascades rely heavily on protein phosphorylation by serine/threonine kinases including ATM and ATR^4,24^. We noticed that the category of phosphorylation/protein phosphorylation was overrepresented in the upregulated DEGs in *xip*-Mock/WT-Mock (Fig. 3d), suggesting that multiple genes involved in the homeostasis of protein phosphorylation were abnormally upregulated in *xip* mutant.

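Part of the receptor-like kinase genes were higher in *xip* than in WT without treatment. *FRK1* (AT2G19190, chromosome 2 from 8326049 to 8329944), a receptor-like kinase gene induced by flagellin, had 28.4 ± 0.0787 FPKM (SD, n = 2) in *xip*-Mock and 6.53 ± 0.892 FPKM in WT-Mock, a log2 fold change of 1.97 (SE 0.25, limma adjusted p = 0.000655). The cysteine-rich receptor-like kinase genes *CRK5* (1.74, SE 0.15), *CRK13* (20.5 against 6.6 FPKM) and *CRK12* (1.28, SE 0.25) were also higher, the last with a call lost without WT-Mock replicate 2 or when the highest transcript stood for the gene. Of 24 receptor and signaling kinase genes, 7 were higher and 0 lower, also adjusted over the list alone (median 0.46; camera adjusted p = 0.000707, adjusted p = 0.202 with an estimated correlation). The kinase genes *ATM* and *ATR* and the kinase gene *BSK1* were not called, with log2 fold changes of 0.25 (SE 0.48, limma adjusted p = 0.775), 0.15 (SE 0.35, limma adjusted p = 0.814) and 0.40 (SE 0.10, limma adjusted p = 0.0218). In the same list 2 genes fell and 0 rose in *xip*-HU/*xip*-Mock, also adjusted over the list alone (camera adjusted p = 0.267), among them the flagellin receptor gene *FLS2* at -1.88. CRK genes lie in clusters of similar sequence and may share reads.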

Considering the direct effect of BLM in DSB induction, we extracted histones from WT and *xip* mutant grown under either mock conditions or BLM treatment (four protein samples) and examined the content of γ-H2A.X by using specific antibody^25^. The γ-H2A.X signal was negligible in both WT and *xip* under mock condition, but was detectable in WT and more obvious in *xip* after BLM treatment (Fig. 4a), suggestive of the presence of more DSB in *xip* mutant in response to genotoxin stress. Such finding also indicated that XIP facilitates the reduction of γ-H2A.X.

**Fig. 4:**
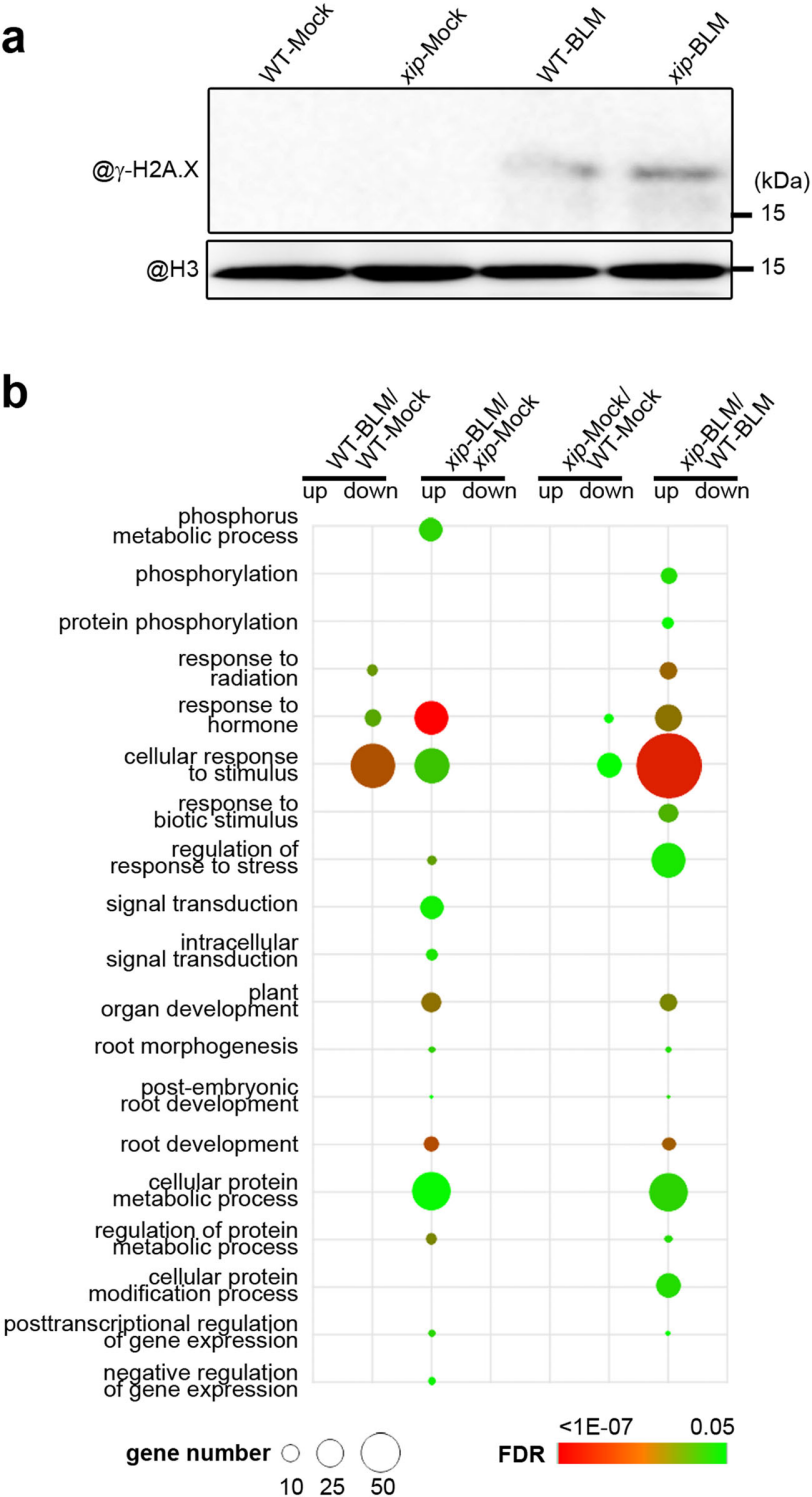
The changed phospho-proteomics in *xip* mutant. **a** Comparison of γ-H2A.X in different samples. 12-day-old seedlings were treated with or without 2.5 μM BLM for 6 hours, and used for histone/protein extraction. H3 antibody was used as a loading control. The antibody against γ-H2A.X was generated in our previous study^20^. Representative results from three independent Western blot experiments were shown. **b** GO analysis of significantly up- or downregulated DPPs in four protein sets, WT-BLM/WT-Mock, *xip*-BLM/*xip-*Mock, *xip-*Mock/WT-Mock and *xip-*BLM/WT-BLM. The size of each circle represented gene number, and the false discovery rate (FDR) values were indicated by various colors.

Next, we extracted proteins for phospho-peptide enrichment and employed a label-free quantification (LFQ) phospho-proteomics approach to systematically survey the relevant modification changes. To prevent the unexpected bias resulted from the changed protein abundance in different samples, in addition to the enriched phospho-peptides (Supplementary Data 3), we also analyzed the proteome by using quantitative mass spectrometry (Supplementary Data 4), and normalized the phospho-peptides by the abundance of corresponding proteins (Supplementary Data 5). Those proteins harboring serine/threonine residue with up- or downregulated phospho-modification in fold change ≥2 and *p* < 0.05 were considered as differentially phosphorylated proteins (DPPs) (Fig. 4b and Supplementary Data 5). We found 37 upregulated DPPs in WT-BLM/WT-Mock in this study, including the best-studied γ-H2A.X (Supplementary Fig. 13). In comparison, the number of upregulated DPPs dramatically increased to 218 in *xip* mutant. GO analysis showed that, except for the phosphorylation-related categories, most of them were responsive genes implicated in stimulus response, signal transduction, plant development (Fig. 4b). There was no significant GO enrichment of 24 upregulated DPPs in *xip-*Mock /WT-Mock, while a much higher number of upregulated DPPs (*n* = 193) was found in *xip-*BLM/WT-BLM. The GO enrichment of DPPs in *xip-*BLM/WT-BLM was largely similar to that in *xip*-BLM/*xip-*Mock (Fig. 4b).

Our quantitative parallel reaction monitoring (PRM) analysis confirmed the significant activation of γ-H2A.X (H2A.X-S139) after BLM treatment (Supplementary Fig. 13 and Data 6). Besides, Ser or Thr residue within proteins implicated in cell cycle progression and cell death were found significantly hyper-phosphorylated in *xip* mutant compared to WT after BLM treatment (Supplementary Fig. 13 and Supplementary Data 6). Taken together, our phospho-proteomic analysis provided insight into the mis-regulated plant DNA damage signaling pathway at the layer of protein phosphorylation.

### Chromatin instability and DNA damage in *xip* mutant

We then examined the genome integrity by using single-cell gel electrophoresis assay, an assay generally also known as comet assay^26^. We found that, even under mock growth condition, there were slightly more DNA fragments with significant difference in *xip* mutants when compared to WT. The difference was much more obvious and significant after BLM treatment (Supplementary Fig. 14a).

Propidium Iodide (PI) cannot enter the cell wall of living plant cells and merely mark dead cells because of their interrupted membrane integrity. We found that the PI-stained dead cells could be found in WT root tips only after BLM treatment. In comparison, the root apical meristem of *xip* mutants showed sporadic cell death even under mock growth condition, and more PI-stained cell death was found under BLM treatment (Supplementary Figs . 14b and 15), indicating that *XIP* is required to impede spontaneous and DSB-induced cell death in vivo. Complete *XIP* gene sequence (*XIP* in *xip*) complemented the phenotype of *xip* mutants in plant cell death and genomic instability (Supplementary Fig. 14a, b), indicating the lose-of-function of *XIP* was the cause of these phenotypes.

The plant-specific transcription factor SOG1 has been proved as a master factor to govern the downstream DDR, including the transcriptional induction of DDR genes and DSB-induced cell death^27^. As previously reported^28^, in great contrast to WT, *SOG1-*depleting mutant *sog1-101* showed no cell death and no transcriptional induction of DDR genes such as *RAD51* and *RAD54* in response to BLM treatment (Fig. 5a, b). Although there is no evidence that distinct ecotypes, such as Ws ecotype (*xip* in this study) and Col ecotype (*sog1-101*), have a clear difference in Arabidopsis DDR pathway, we crossed *xip* with WT [Col] for four consecutive generations, which is referred as *xip* [Col] below, to minimize the influence of different backgrounds on subsequent observations. Similarly, the *xip* [Col] also showed more cell death phenotype at both mock and BLM conditions when compared to WT [Col] (Fig. 5a and Supplementary Fig. 15). We then introgressed this mutant into *sog1-101* mutant^28^. Intriguingly, the double mutant *sog1-101 xip* [Col] showed similar cell death and transcriptional response with *sog1-101* (Fig. 5a, b), indicating that these phenotypes implicated in DDR pathway caused by XIP depletion rely on the SOG1 activity.

**Fig. 5:**
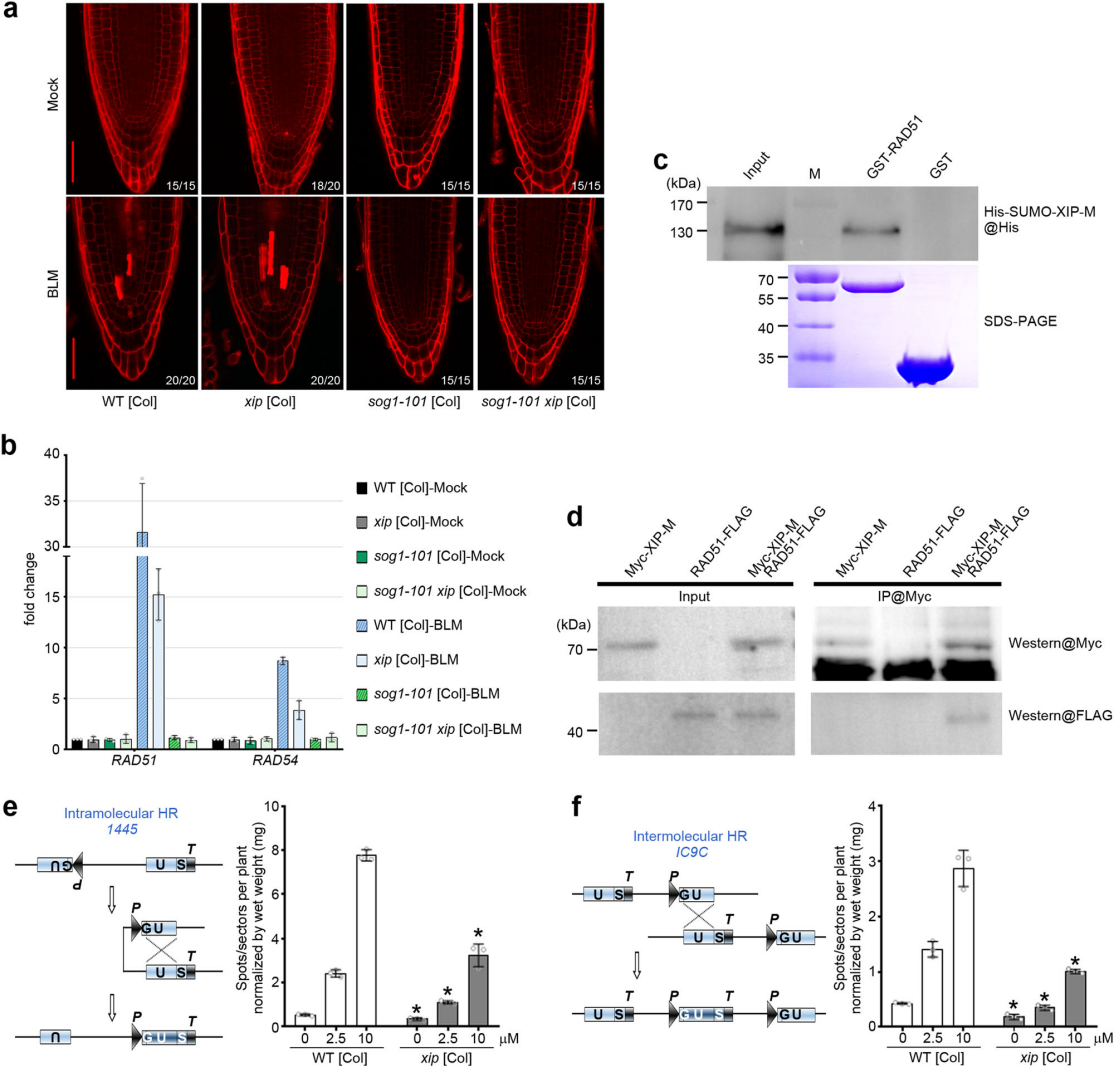
XIP interacts with RAD51 and HR is reduced in *xip* mutant. **a** Representative image of 15-20 PI-stained root tips of 6-days-old WT [Col], *xip* [Col], *sog1-101* [Col], and *sog1-101 xip* [Col] seedlings with or without 6-hour-long treatment of 2.5 μM BLM. Bar = 50 μm. **b** RT-qPCR analysis of *RAD51* and *RAD54* genes in 12-day-old seedlings (all in [Col]) grown with or without 6-hour-long treatment of 2.5 μM BLM. Mean values of the relative transcript levels in the analyzed samples compared with those in WT [Col] under mock condition (set as 1) were shown together with error bars indicating ±SD from three independent biological replicates. **c** RAD51 was expressed as GST-fused protein (lower panel) and used in pulldown assay (upper panel). His-SUMO-tagged full-length XIP-M was detected by anti-His antibody in pulldown fraction of GST-RAD51 but not GST control. Representative result from two independent pulldown experiments was shown. **d** co-IP detection of Myc-XIP-M and RAD51-FLAG interaction *in planta*. Total protein extracts were first immuno-precipitated with anti-Myc antibody, and the resulting fractions were then analyzed in Western blot by using anti-Myc (upper panel) or anti-FLAG antibody (lower panel). Representative result from two independent co-IP experiments was shown. **e** Scheme of GUS-based recombination substrate and intramolecular HR in line *1445*. Intramolecular interaction between inverted repeats (U) results in the restoration of a functional *GUS* gene through intramolecular HR (left panel). Spots/sectors per plant (SPP) were assessed for WT [Col] and *xip* [Col] on a population of approximately 50 individual plants germinated and grown with or without indicated concentration of BLM (right panel) in one biological experiment. HRF assessment has been performed in three independent experiments. Mean values were shown together with error bars indicating ±SD. Asterisks indicated the statistically significant differences between WT and *xip* mutant (*p* < 0.05, *t*-test, two-tail). All the *p* values can be found in the source data. **f** The HR frequency assessment by intermolecular HR marker *IC9C*. Spots/sectors per plant (SPP) were assessed for WT [Col] and *xip* [Col] on a population of approximately 50 individual plants germinated and grown with or without indicated concentration of BLM (right panel) in one biological experiment. HRF assessment has been performed in three independent experiments. Mean values were shown together with error bars indicating ±SD. Asterisks indicated the statistically significant differences between WT and *xip* mutant (*p* < 0.05, *t*-test, two-tail). All the *p* values can be found in the source data.

### XIP interacts with RAD51 and somatic homologous recombination is reduced in *xip* mutant

As a reader protein of DSB-labeling γ-H2A.X, XIP needs to transfer the DSB signals to downstream DNA repair machinery, which is proposed to require further protein-protein interplay. Therefore, we surveyed the XIP-interacting proteins (XIPIPs) through pulldown-MS analysis. In this study, 15 XIPIPs were finally identified. RAD51, the key recombinase involved in homologous recombination (HR) pathway in DSB repair^29^, and another BRCT-like domain-containing protein encoded by AT2G41450, were included in the interacting protein list (Supplementary Data 7). Notably, γ-H2A.X, which cannot be solubilized by the neutral extraction buffer^30^, was not identified in this assay.

We verified the interaction of XIP with RAD51 by pulldown experiment. GST-fused RAD51, but not GST, specifically interacted with full-length XIP-M (Fig. 5c). We also expressed N-terminally Myc-tagged XIP-M and co-expressed it with previously reported FLAG-tagged RAD51^31^ in mesophyll protoplasts. In the co-immunoprecipitation (co-IP) experiment, RAD51-FLAG was specifically detected in the IP fraction of Myc-XIP-M (Fig. 5d). We also verified their interaction via bimolecular fluorescence complementation (BiFC) experiment (Supplementary Fig. 16). Taken together, these results indicated that XIP and RAD51 can form protein complex in vivo.

Considering the crucial role of RAD51 in HR, we speculated that the interaction of XIP with RAD51 may facilitate efficient DSB repair through HR pathway. To test this hypothesis, we examined the somatic HR frequency (HRF) in seedlings in response to BLM treatment through the application of model recombination substrates. *1445* (Fig. 5e) and *IC9C* (Fig. 5f) were used to measure the intramolecular and intermolecular HRF in Arabidopsis, respectively^32^. The somatic HR events recombined the incomplete *GUS* fragments into complete *GUS* gene through corresponding mechanisms, which were represented as GUS spots in plants after staining. The HRF of both *1445* and *IC9C* in WT [Col] obviously increased with the increase of BLM concentration, indicative of the gradual activation of HR pathway in DSB repair. However, HRF in *xip* [Col] mutant was significantly inhibited under all the examined conditions when compared to WT, indicating that XIP activity was important for full HR activation in plants. This finding of decreased HRF was also consistent with the increased chromatin instability found in *xip* mutant. It may also be possible that there is a difference in somatic mutagenesis.

## Discussion

The sensing and signaling of DNA damage, and the consequent coordination with DNA repair process, all occur in the context of chromatin structure. Albeit critical to all the organisms, these pathways have been less characterized in plants due to the missing of many conserved players. In this study, we identified a plant γ-H2A.X-interacting protein, XIP, the major isoforms of which comprise of dual-BRCT-like domain (RTT107_BRCT_5 followed by BRCT). Detailed investigation was performed on the biological function of *XIP* in plant growth and resistance to genotoxic stress. *XIP* is required for the full activation of multiple DDR genes in face of genotoxin challenge. We found *XIP* function is highly related to the DNA damage-related transcriptome and phospho-proteome in plant. While the precise molecular function of XIP remains to be determined, based on the phenotype and the protein data showing XIP can interact with γ-H2A.X and RAD51, we propose a possible model for how XIP could contribute to HR and the maintenance of genome stability (Supplementary Fig. 17).

Although playing a vital role in plant DDR pathway, the phosphorylation cascade triggered by ATM and ATR displays little substrate specificity for serine or threonine residues, thus resulting in the necessity for various binding modules to distinguish their specific targets^24^. In consistence, BRCT-like domain(s), as a phospho-protein-binding domain, has evolved into several families with delicate sequence and/or structure variations and thereinafter potential functional divergence. In addition, more complexity has been introduced by the architecture of BRCT-like domains, which can be individual, or serial, or in assembly with other functional domains, such as the distinct arrangement found in BRCA1, ROW1 and LIG4 proteins. Such diversity may provide necessary specificity of BRCT-like domains in the recognition with their targets^15^.

The protein encoded by the shortest transcript of *XIP*, NM_001340430.1, comprises only a single-BRCT-like domain. Compared to the dual-BRCT-like domain, the binding interface between a single-BRCT-like domain and its putative cognate phosphorylated peptide was proposed to be less extensive, resulting in weakened recognition specificity and/or binding strength. The in vitro ppd assay showed that single-BRCT-like domain in XIP-S did not effectively retrieve p2/p3 peptides. Although the possibility of weak interaction under less stringent elution conditions cannot be ruled out, we speculate that such single-BRCT-like domain may require additional functional domains or proteins to form oligomeric protein complex to strengthen or stabilize such recognition. Another hypothesis is that the single-BRCT-like domain may be involved in a more dynamic signal transduction process. For instance, single-BRCT-like domain can interact with another independent single domain through an interface distinct from the hydrophobic dual-BRCT-like domain. Evidence has been provided that independent BRCT domains can form homo- or hetero-oligomers in vitro^33^. Although less characterized, the interaction of independent single-BRCT-like domains has been found in XRCC1 and PARP1, which negatively regulates PARP1 activity^33,34^. However, due to the low abundance of this *XIP* transcript isoform, whether XIP-S participates in other signaling processes independent of γ-H2A.X remains unclear. It is not easy to distinguish the relative contribution of these isoforms so far.

In this study, we showed that such dual-BRCT-like domain, but not single-BRCT-like domain, can specifically interact with γ-H2A.X. We proposed that, complementary to the phosphorylation cascade driven by diverse kinases, distinct phospho-readers, including diverse BRCT-like domain-containing proteins, play a critical role to guarantee the orderly transmission of complicate signals in the whole DDR pathway.

The huge difference in N-terminal moiety of XIP and MDC1 raised a possibility that dual-BRCT-like domain is solely responsible for γ-H2A.X binding, while the remaining domain in these readers may be implicated in recruiting species-specific cognate repair proteins. One evidence came from the studies in yeast. There are at least two γ-H2A.X-interacting proteins in *Schizosaccharomyces pombe*, Brc1, and Crb2, mediating the γ-H2A.X signal in response to replicative and genotoxic stresses, respectively^35^. Both two readers use their highly conserved C-terminal BRCT-like domains to recognize γ-H2A.X, however, with difference in their other domains which may be involved in recruiting distinct repair proteins. In an attempt to survey the interacting proteins of XIP, we identified RAD51 protein, the key recombinase involved in HR, which connects XIP activity with DNA damage repair.

Increasing evidence has been provided that human and murine MDC1 harbor many protein-binding modules and mainly act as a multi-faceted mediator recruiting DDR proteins to DSB sites^16,36^. MDC1 physically interacts with ATM via its N-terminal Forkhead-Associated (FHA) domain, which facilitates the recruitment of ATM to the DSB sites and its chromatin retention, forming a positive feedback loop for γ-H2A.X foci formation^17,18^. The formation of γ-H2A.X foci was significantly impaired in cells depleting of MDC1 protein, indicative of an important role of MDC1 in the establishment of DSB-induced γ-H2A.X^37^. However, the plant γ-H2A.X intensity was instead increased in *xip* mutant, suggesting that XIP is dispensable for the ATM-dependent γ-H2A.X formation and subsequent amplification. Therefore, XIP is required for the maintenance of chromatin stability to avoid more DNA breaks and consequent γ-H2A.X accumulation.

In addition to ATM, FHA domain of MDC1 also mediates its interaction with animal-specific Chk2, a central effector kinase responsible for cell cycle checkpoints and apoptosis^38^ and DNA repair protein such as RAD51^39^. MDC1 can also directly interact with animal-specific 53BP1 via its BRCT domain^40^. Moreover, MDC1 itself can be phosphorylated in many motifs and thus be recognized by component in MRN complex and animal-specific RNF8^16^. However, apart from the BRCT-like domain(s), Arabidopsis XIP has nearly no significant similarity with mammal MDC1 in protein sequence, and our phospho-proteomic analysis also provided evidence that no phosphorylated peptide of XIP has been found in this study (Supplementary Data 3). Notably, we found a similar protein complex of RAD51-MDC1 in mammal and RAD51-XIP in Arabidopsis, which can both connect the role of MDC1/XIP with DNA damage repair via HR. However, RAD51 forms a complex with MDC1 through a direct interaction with the FHA domain of MDC1, but not its BRCT-like domain, which excluded a possibility of conserved interaction interface in these protein complexes. Moreover, the FHA domain is also indispensable for MDC1-mediated HR^39^. Although lacking of the necessary FHA domain, our pulldown assay revealed that XIP can directly interact with RAD51, implying the existence of a different protein-protein interaction interface, likely resulted from the tertiary structure through protein folding, which requires the elucidation by future crystal analysis of plant XIP proteins. However, since HRF is only downregulated, rather than eliminated, in *xip* mutant, it is quite reasonable that there may exist other mechanisms to recruit RAD51 to DSB site, which accommodates the urgent requirement of DNA repair machinery in response to DSB stress. Actually, Arabidopsis retinoblastoma protein (Rb) homolog RBR1, a transcriptional regulator, has been found to be required for RAD51 localization to DNA lesions in a CDKB1 activity-dependent manner^41^. In human cells, BRCA1-BARD1 complex was reported to interact with Partner and Localizer of BRCA2 (PALB2), which further recruited RAD51 to the proximity of DSB site^42^. Although PALB2 has no plant homologs^43^, whether or not plant BRCA1-BARD1 homolog can recruit RAD51, or if true, through an alternative and plant-specific manner, still remains further analysis to elucidate.

## Methods

### Plant materials and growth conditions

In vitro plant culture was performed on agar-solidified Murashige and Skoog (MS) medium supplemented with 0.9% sucrose. Plants were cultivated at 21 °C under a 16-h-light/8-h-dark photoperiod in a Percival AR41L5 growth chamber in 60 to 90 μE m^−2^ s^−1^ white light (LED lamp). For plant phenotype observation, seedlings were germinated and grown on medium containing 1 mM HU or 2.5 μM BLM for indicated days, respectively. The T-DNA insertion mutant *xip* (FLAG_589H07) was derived from the Wassileskija ecotype. The *sog1-101* mutant and the HR reporter lines *1445* and *IC9C* in Col ecotype have been previously studied^28,32^. We crossed *xip* with WT [Col] for four consecutive generations to introgress *xip* mutation into Col background (referred as *xip* [Col]).

### Vector construction

The full-length *XIP* genomic DNA (including 2 kb of promoter and 1 kb of terminator of the longest *XIP-L*) was cloned into modified pCAMBIA1301 vector without *35* *S* promoter and YFP-encoding sequence, and was transformed into *Agrobacterium tumefaciens* strain GV3101. The resulting strain was used to transform Arabidopsis using the floral dip method.

For the sub-cellular localization and immunostaining assays, the CDS of XIP-M was cloned into *Eco*RI-cut pCAMBIA1301 vector to express YFP-XIP-M. For the expression of recombinant proteins in bacterium, DNA fragment encoding 6×His-SUMO-tagged XIP-M was cloned into *Eco*RI/*Sal*I-digested pET-28a (Novagen), and the DNA fragment encoding single/dual-BRCT-like domains and the CDS of RAD51 were cloned into *Bam*HI/*Sal*I-digested and *Eco*RI-digested pGEX-6P-1, respectively, to express GST-tagged proteins.

For co-IP experiment, the CDS of XIP-M was cloned into *Sac*I/*Spe*I-digested pRTVnMyc vector to express Myc-XIP-M, and the CDS of RAD51 was cloned into *Bam*HI-digested pCAMBIA1306 to express RAD51-FLAG.

### Rapid Amplification of cDNA End (RACE) assay

The 5′- and 3′ -RACE assays were performed following the instructions of SMARTer 5′-RACE and 3′-RACE (Clontech, Mountain View, CA, USA; Code No. 634858 and 634859). The cloned RACE fragments were aligned to find the intact 3′-terminus of the longest transcript of *XIP* in WT and the 5′-terminus of abnormal transcript in *xip* mutant, respectively.

### Bimolecular Fluorescence Complementation (BiFC) assay

The CDS of *RAD51* and *XIP-M* were cloned into pXY105 (Yc) and pXY106 (Yn) vectors^44^, respectively, for transgene constructions in BiFC assay. Leaves of *Nicotiana benthamiana* plants were co-infiltrated with *Agrobacterium tumefaciens* strain GV1301 carrying transgene constructs and/or empty vectors (negative controls). BiFC fluorescence was observed at 2–3 days after infiltration by using a confocal laser scanning microscope (LSM 710; Zeiss, Oberkochen, Germany).

### peptide pulldown (ppd)-MS experiment

N-terminally biotinylated peptides were synthesized by Scilight-peptide (http://www.scilight-peptide.com/). Peptides were coupled to Dynabeads^TM^ M-280 Streptavidin (ThermoFisher, Cat: 11205D) in PBST buffer (PBS, pH 7.4, containing 0.01% [v/v] Tween™−20) at the concentration of 200 pmol of peptide/1 mg of beads. The beads were incubated with Arabidopsis protein extracts for ppd-MS, or incubated with recombinant GST-fused BRCT-like domains or recombinant His-SUMO-XIP-M protein for ppd verification. Beads were extensively washed with PBST buffer and the bound proteins were subjected to SDS-PAGE, which was followed by mass spectrometry. Briefly, the trypsin-digested peptides were sprayed into an LTQ-Orbitrap Elite mass spectrometer (Thermo Fisher Scientific, Waltham, MA, USA) equipped with a nano-electrospray ionization ion source. Alternatively, the proteins were detected by silver staining^45^.

### Arabidopsis mesophyll protoplast and microscopy

The preparation of mesophyll protoplast and the transient gene expression were carried out following the published protocol^46^. We performed the immunostaining and imaging of YFP-XIP-M and γ-H2A.X in protoplasts^25^. Briefly, protoplasts were cultured at room temperature for 20 hours for protein expression, and at the last 3 hours, BLM was added to a final concentration of 2.5 μM to induce γ-H2A.X. After that, protoplasts were collected and fixed for at least 3 hours using 4% PFA/PBS. After extensive washes by PBS at room temperature, protoplasts were mounted on slides covered with poly-lysine. Anti-γ-H2A.X (rabbit)^25^ and anti-GFP (mouse) (Abmart, China; Code No, 20004 L) were added at 1:200 dilution ratio. Fluorescent secondary antibodies (Invitrogen, Code No, A11001, A21428) was added at 1:1000 dilution ratio. Confocal images were acquired by using a LSM880 microscope (Zeiss).

Differential interference contrast (DIC) images were taken with an Imager A2 microscope (Zeiss)^47^. For PI staining, all the root tips were transferred to liquid medium with or without 2.5 μM BLM for 6 hours. Confocal images were acquired by using a LSM880 microscope (Zeiss). At least 15 root tips per sample were used in these observations.

### Transcript and Transcriptome analysis

12-day-old seedlings were transferred to liquid medium with or without 1 mM HU for 24 hours (HU and mock samples). In the case of BLM, seedlings were first transferred to normal liquid medium for 18 hours and then transferred to liquid medium containing 2.5 μM BLM for additional 6 hours (BLM samples). RNA was extracted from seedlings by using TRIzol kit according to standard procedure (Invitrogen, No, 10296010). Reverse transcription (RT) was performed using Improm-II reverse transcriptase (Promega, Madison, WI, USA). RT-qPCR was performed in three biological replicates according to the standard instruction^48^. The primers used in this study were listed in Supplementary Data 8. Two replicates of WT and *xip* RNA were subjected to RNA-seq analysis and analyzed under standard procedure^49^. Briefly, the RNA-seq libraries were constructed by following the KAPA stranded mRNA-seq Kit instructions for Illumina® Platforms (Kapa Biosystems, Code No, KR0960-v5.17), and sequenced on an Illumina HiSeq3000 instrument via the custom service of GENERGY BIO (Shanghai, China). DESeq2 v1.16.1 software was used to screen differentially expressed genes (DEGs) between different sample groups. The significant up- and downregulated DEG genes were screened under a stringent criterion: both fold change ≥ 2 and *p*-value ≤ 0.05 (adjusted with the Benjamini-Hochberg correction). Volcano map production was done using the R language ggplot2 package^50^. DEGs enrichment analysis was done using agriGO v2.0 (http://systemsbiology.cau.edu.cn/agriGOv2/)^51^.

### Histone extraction and Western blot

12-day-old seedlings were transferred to liquid medium with or without 2.5 μM BLM for 6 hours (BLM and mock samples) for histone/protein extraction. Histones were extracted from indicated seedling samples according to the standard acid extraction protocol^32^. The plant-specific γ-H2A.X antibody was prepared by Abmart (http://www.abmart.com.cn) in our previous study^25^. Anti-H3 antibody (Abcam, ab1791) was used for loading control.

### Sample digestion and phospho-peptide enrichment

The protein extraction and following FASP digestion were adapted for the following procedures in Microcon PL-10 filters^52^. After three successive rounds of buffer displacement with 8 M Urea and 100 mM Tris-HCl (pH 8.5), the proteins were reduced by 10 mM DTT at 37 °C for 30 min, and followed by alkylation with 30 mM iodoacetamide at 25 °C for 45 min in dark. Then the sample was displaced with digestion buffer (30 mM Tris-HCl, pH 8.0) for three times. The digestion was carried out with trypsin (enzyme/protein as 1:50) at 37 °C for 12 hours. After digestion, the solution was filtrated out and the filter was washed twice with 15% acetonitrile (ACN), and all the filtrates were pooled and vacuum-dried. The home-made TiO_2_ microcolumns (peptide: TiO_2_ = 1:10) were washed by 100% ACN. Peptides were dissolved with loading buffer (1 M glycolic acid, 80% ACN and 5% trifluoracetic acid (TFA)). After loading peptides onto the microcolumn twice, the microcolumn were washed twice with loading buffer and then with washing buffer (80% ACN and 1% TFA) twice. The phosphopeptides were successively eluted by 2 M ammonia hydroxide and then 1 M ammonia hydroxide with 30% ACN. The eluted samples were vaccum-dried by SpeedVac.

### LC-MS analysis and data processing

NanoLC-MS/MS analysis was performed using an EASY-nLC 1200 system (Thermo Fisher Scientific, USA) coupled to an Orbitrap Fusion Lumos mass spectrometer (Thermo Fisher Scientific, USA). A one-column system was adopted for all analyses. Samples were analyzed on a home-made C18 analytical column (75 µm i.d. × 25 cm, ReproSil-Pur 120 C18-AQ, 1.9 µm (Dr. Maisch GmbH, Germany))^53^. The mobile phases consisted of Solution A (0.1% formic acid) and Solution B (0.1% formic acid in 80% ACN). The peptides for LFQ analysis were eluted using the following gradients: 2–5% Solution B in 2 min, 5–35% Solution B in 100 min, 35-44% Solution B in 6 min, 44–100% Solution B in 2 min, 100% Solution B for 10 min, at a flow rate of 200 nL/min. The phospho-peptides were eluted using the following gradients: 2-5% Solution B in 3 min, 5-35% Solution B in 40 min, 35-44% Solution B in 5 min, 44-100% Solution B in 2 min, 100% Solution B for 10 min, at a flow rate of 200 nL/ min. Data acquisition mode was set to obtain one MS scan followed by HCD-MS/MS acquisitions with a cycle time of 2 seconds. The normalized collision energy (NCE) was set as 30. The results were processed with Arabidopsis database TAIR (32790 entries, 201307) and the using Protein Discoverer (version 2.4, Thermo Fisher Scientific) with Mascot (version 2.7.0, Matrix Science)^54^. The ptmRS node was used in the workflow^55^. The mass tolerances were 10 ppm for precursor and fragment Mass Tolerance 0.05 Da. Up to two missed cleavages were allowed. The carbamidomethylation on cysteine as a fixed modification, and acetylation on the protein N-terminal and oxidation on methionine as variable modifications. For phospho-peptides, additional parameters were set: the phosphorylation on serine, threonine and Tyrosine as variable modifications.

### Parallel reaction monitoring (PRM)

The sample prepare procedures were performed as previous description. Briefly, after trypsin digestion, the separated peptides were analyzed in Orbitrap Fusion Lumos with an NSI ion source. The electrospray voltage applied was 2.0 kV. The full MS scan resolution was set to 60,000 for a scan range of 350–1400 m/Z, and the further MS/MS scan resolution was set to 30,000. The automatic gain control (AGC) was set at 4E5 for full MS and 5E4 for MS/MS, the maximum IT was set at 54 ms, the isolation window for MS/MS was set at 1.6 m/z.

The MS data were processed with SpectroDvie (10.1). The enzyme was set as trypsin/P and the maximum miss cleavages was 2. The carbamidomethylation on cysteine as a fixed modification, and acetylation on the protein N-terminal and oxidation on methionine as variable modifications. For phospho-peptides, the phosphorylation on Serine, Threonine and Tyrosine were set as variable modifications. The peptide length was set as 7–52, and the maximum number of variable modifications was set as 5. The precursor charges were set as 2–4, the fragment m/z were set as 300–1800, the maximum fragment charge was set as 3, and ion types were set as b and y. H_2_O, NH_3_, and no loss were allowed. The top 6 fragments were used for quantification and the minimum fragment length were set as 3.

### Pulldown and co-IP

The pulldown experiment was performed following a standard protocol^56^. Briefly, immobilized GST-RAD51 and GST (control) on glutathione-Sepharose 4B beads were mixed with His-SUMO-XIP-M for 4 hours at 4 °C in binding buffer (1 × PBS, 0.2% NP-40, 1 mM DTT and protease inhibitor cocktail (Roche)), followed by wash buffer (20 mM Tris-HCl (pH8.0), 0.5 M NaCl, 0.5% NP-40, 1 mM DTT and protease inhibitor cocktail) for 3 times. The proteins remained on the beads were resolved by SDS-PAGE, and examined in Western blot by using anti-His antibody (Shanghai Genomics, SG4110-05).

The co-IP experiment was performed following a standard protocol^49^. Briefly, Myc-XIP-M and RAD51-FLAG were individually expressed or co-expressed in Arabidopsis protoplasts. These protoplasts were collected and lysed in lysis buffer (50 mM Tris–HCl, pH 7.5, 150 mM NaCl, 5 mM MgCl_2_, 10% glycerol, 0.1% NP-40, 5 mM DTT, 1 mM PMSF, and proteinase inhibitor cocktail (Roche)) to extract soluble proteins. The extract was immuno-precipitated by anti-Myc antibody (Abmart, China; Code No, M20002L, 1:5000 dilution) overnight at 4 °C and magnetic protein A beads (Invitrogen, 10002D) were added for 2 hours for protein enrichment. The immuno-precipitates were washed four times with wash buffer (2 mM KH_2_PO_4_, 10 mM Na_2_HPO_4_, 140 mM NaCl, 2.7 mM KCl, 0.05% (v/v) Tween 20), and analyzed by Western immunoblot using anti-Myc and anti-FLAG (Sigma-Aldrich, F1084). Signal was captured using Chemiluminescence Imaging System (ChemiScope 3600 Mini, ClINX).

### Comet assay and HRF assessment

12-day-old seedlings were transferred to liquid medium with or without BLM for 6 hours of treatment, and were collected for comet assay^57^. Briefly, seedlings were sliced in PBS containing 50 μM EDTA with a fresh razor blade to release nuclei. Released nuclei were mounted and fixed onto microscopic slides pre-coated with agarose, and were subjected to lysis in high salt buffer (2.5 M NaCl, 10 mM Tris-HCl, pH7.5, 100 mM EDTA) for 20 min. The slides were equilibrated in TBE buffer and electrophoresed in the same buffer. 10 μg/ml of PI was used for DNA/nuclei staining. HRF was assessed by histochemical GUS staining and observation using a stereomicroscope^32^. The number of HR events (approximately 50 plants per sample) was assessed visually using a stereomicroscope. HRF assessment has been performed in three independent experiments.

### Accession numbers

Sequence data from this article can be found in the GenBank under the following accession numbers: XIP, AT4G03130; CYCD3;3, AT3G50070; H3.1, AT1G09200; CYCA2;1, AT5G25380; CYCB1;1, AT4G37490; ATM, AT3G48190; ATR, AT5G40820; WEE1, AT1G02970; PARP2, AT4G02390; RAD51, AT5G20850; RAD54, AT3G19210; BSK1, AT4G35230; FBR12, AT1G26630; H2A.X, AT1G08880. The T-DNA insertion mutant *xip* (FLAG_589H07) was obtained from the ABRC.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

Reporting Summary

## Data Availability

Data supporting the findings of this work are available within the paper and its Supplementary Information files. The raw and processed data of RNA-seq have been deposited in NCBI-GEO (GSE196370). The phosphoproteomics and proteomics data have been deposited in ProteomeXchange (PXD037072). Source data are provided with this paper.

## Source data

Source data

# Supplementary material for: Arabidopsis γ-H2A.X-INTERACTING PROTEIN participates in DNA damage response and safeguards chromatin stability
**Source:** Nat Commun. 2022 Dec 26;13:7942. doi: 10.1038/s41467-022-35715-2
**Supplement:** Supplementary file 1 — Supplementary Information

**
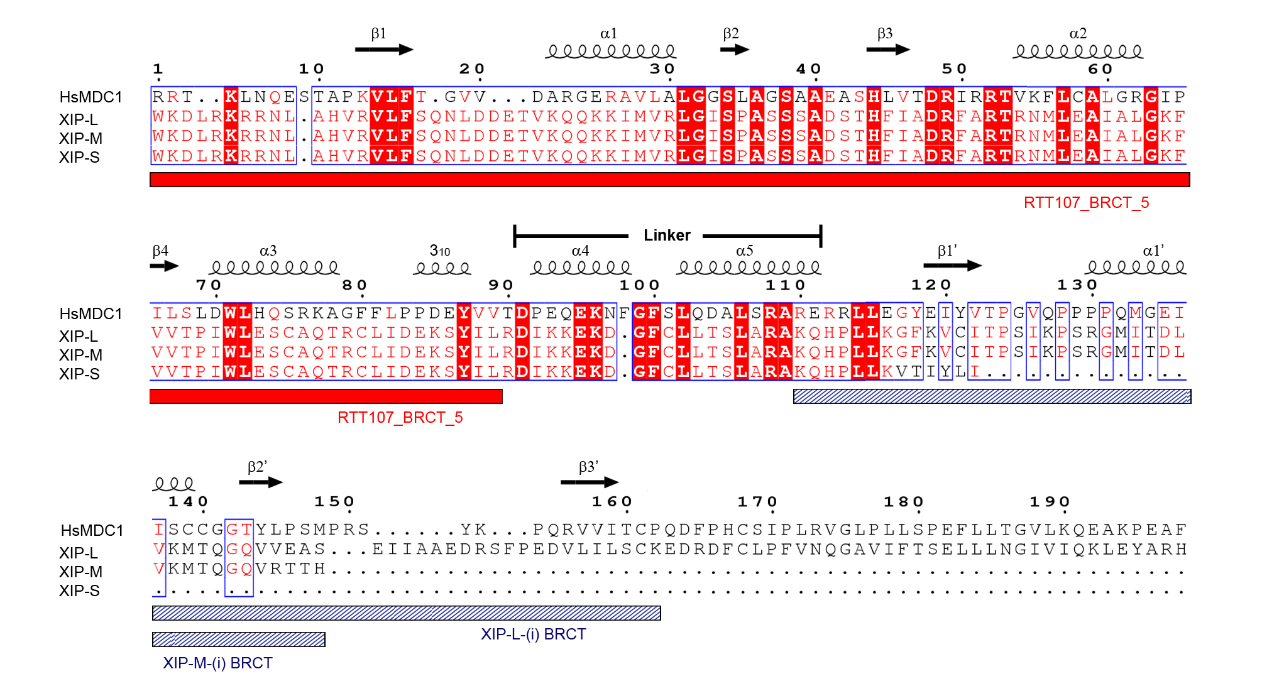
**

**Supplementary Fig. 1 Alignment of BRCT-like domain(s) of XIP isoforms and HsMDC1.**

All the encoded XIP isoforms contain a significant RTT107_BRCT_5 (PF16770) domain, and a linker composed of α4 and α5. XIP-L also harbors an additional C-terminal insignificant BRCT (PF00533) domain, and has the closest secondary structure of complete dual-BRCT-like domain to HsMDC1. The C-terminus of XIP-M extends to the second β-fold (β2’), which was thus still considered as an insignificant (i) BRCT (PF00533) domain in Prosite analysis (http://prosite.expasy.org/).

The secondary structural elements of human MDC1 (residues 1,891–2,086) (PDB: 2AZM, crystal structure of the BRCT repeat region from MDC1) were visualized together with the sequence alignment using the ESPript web server (http://espript.ibcp.fr/).

**
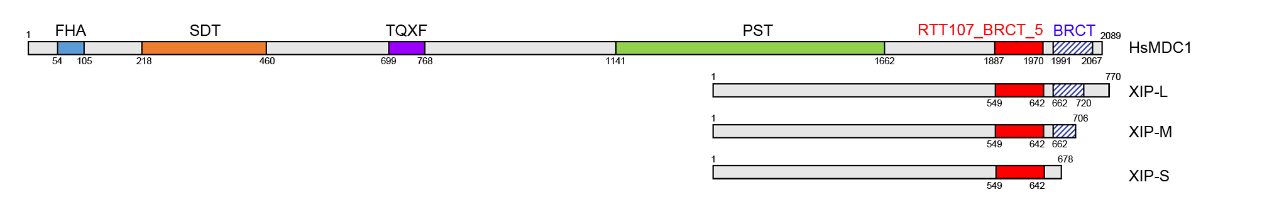
**

**Supplementary Fig. 2 XIP has little similarity with HsMDC1 except dual-BRCT-like domain**

Schematic protein structure of HsMDC1 and XIP protein isoforms. HsMDC1 is a huge protein (2089-aa-long) harboring multiple functional domains which collectively function as scaffold for diverse protein-protein interaction^1^. Except the dual-BRCT-like domain, XIP has little similarity with HsMDC1. Acronyms: Forkhead-associated (FHA) domain; Ser/Asp/Thr (SDT) region; Ser/Thr-Gln-X-Phe (TQXF) motif; Pro/Ser/Thr-rich repeat (PST) domain.

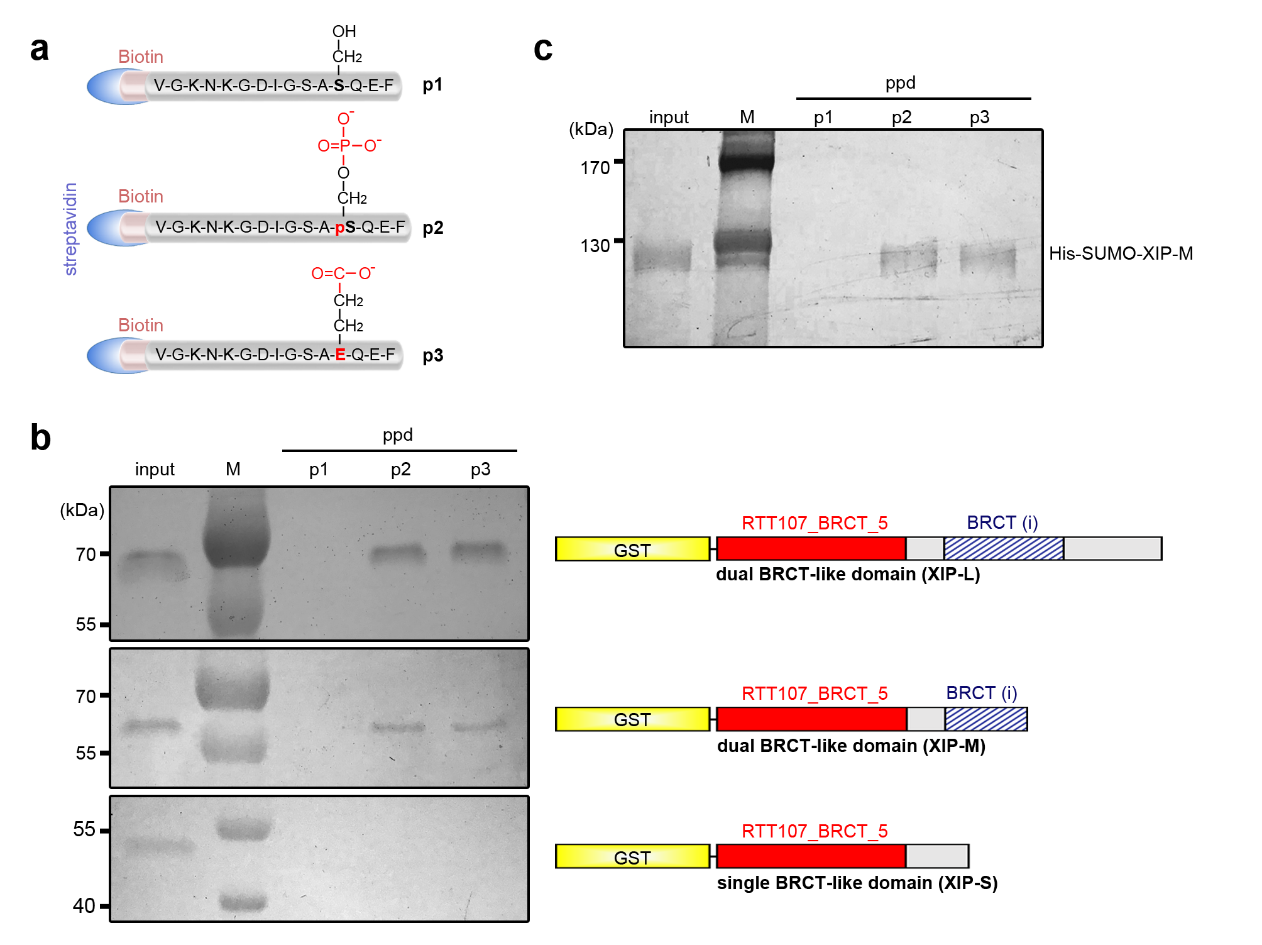

**Supplementary Fig. 3 The dual-BRCT-like domain of XIP specifically recognized γ-H2A.X.**

**a** Schematic diagram of N-terminally biotinylated peptides p1, p2 and p3.

**b** The peptide pulldown (ppd) assay by using GST-tagged dual- or single-BRCT-like domain(s) of XIP-L, XIP-M, and XIP-S, respectively. Note that single-BRCT-like domain (XIP-S) cannot be retained in ppd experiment. Representative result from two independent ppd experiments was shown.

**c** The ppd assay by using full-length XIP-M. Representative result from two independent ppd experiments was shown.

**
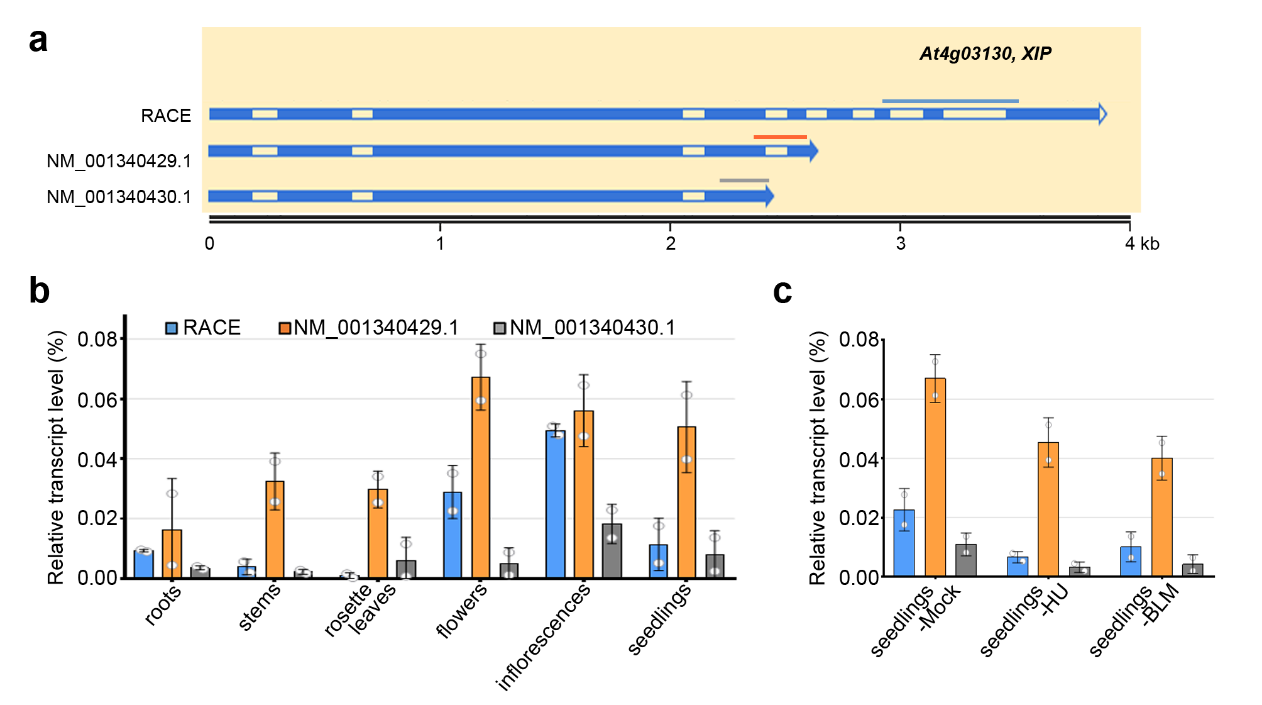
**

**Supplementary Fig. 4 The relative transcript levels of three full-length *XIP* isoforms.**

**a** Isoform-specific primers were designed to distinguish the three full-length transcripts of *XIP* in this study. Note that, in the case of RACE (blue) and NM_001340429.1 (orange), one primer in each primer pair spans an exon-exon junction to ensure the isoform-specificity. The reverse primer for NM_0001340430.1 (grey) locates in its isoform-specific terminus.

**b** Relative transcript levels of the three full-length *XIP* transcripts in different plant organs. *ACT2* was used as reference gene. Mean values were shown together with error bars indicating ±SD from two independent biological replicates.

**c** Relative transcript levels of the three full-length *XIP* transcripts in seedlings grown with or without genotoxin treatment (24-hour-long treatment of 1mM HU or 6-hour-long treatment of 2.5 μM BLM). *ACT2* was used as reference gene. Mean values were shown together with error bars indicating ±SD from two independent biological repeats.

**
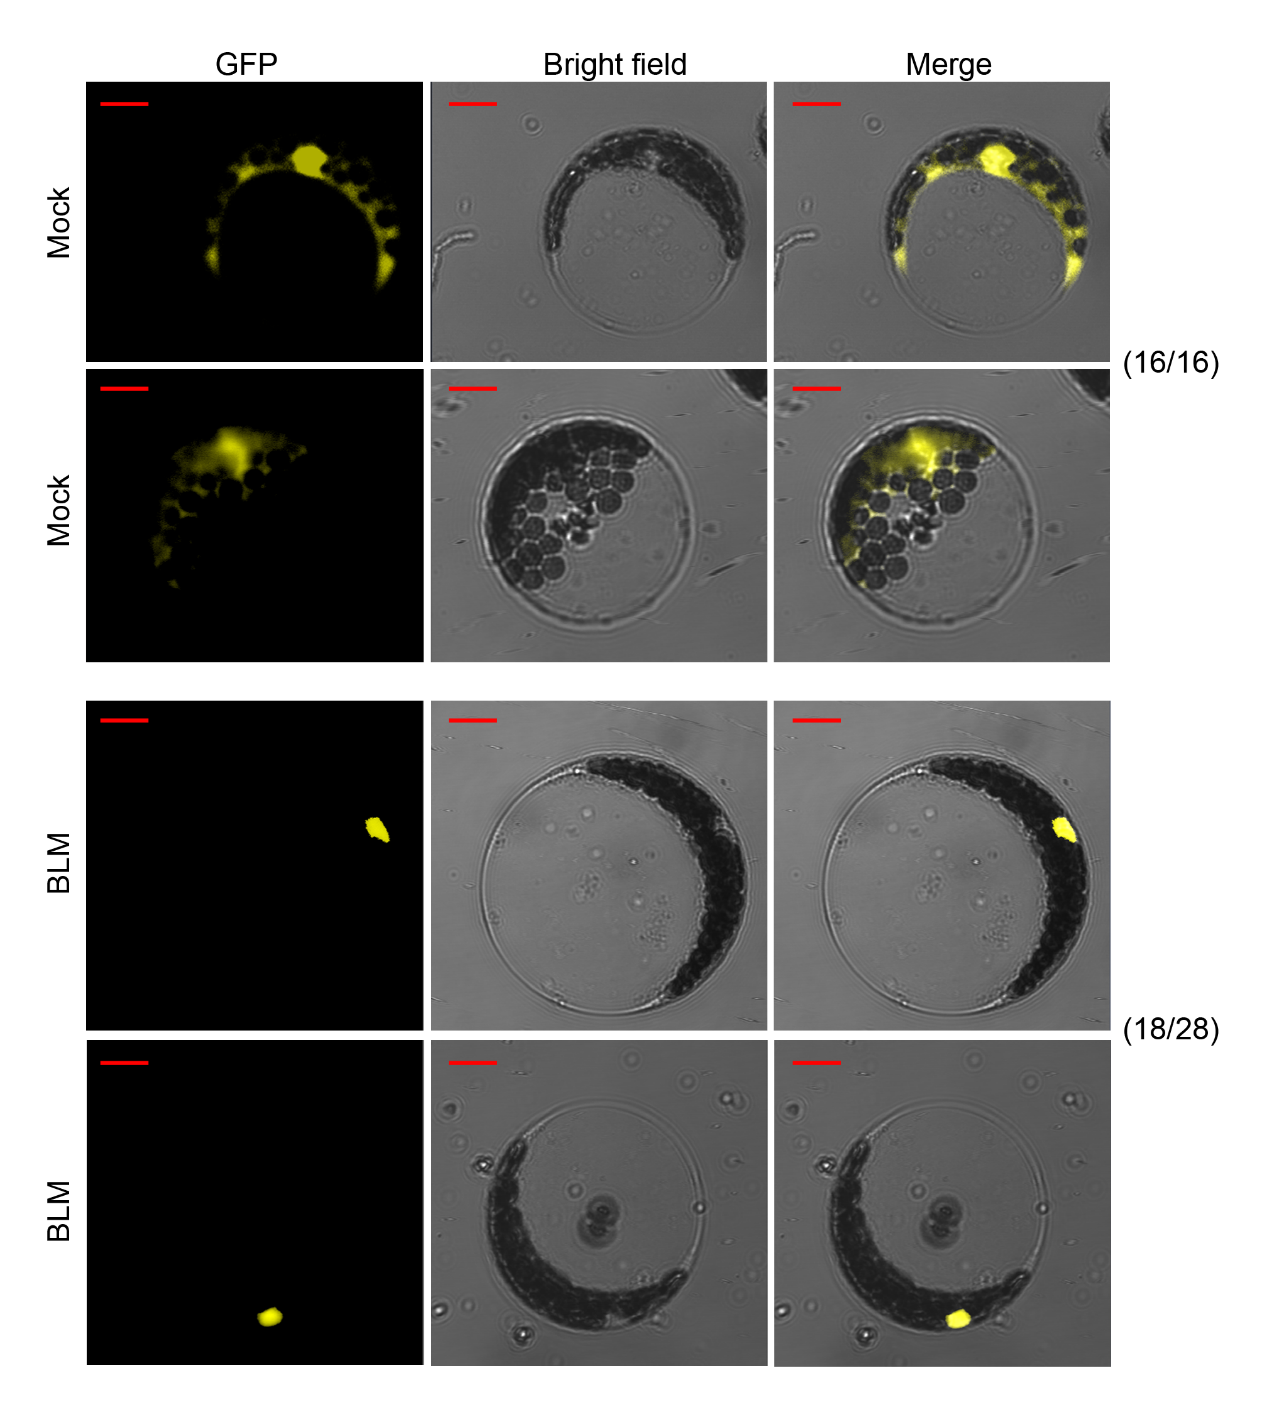
**

**Supplementary Fig. 5 The subcellular localization of YFP-XIP-M.**

The XIP-M was expressed as an YFP-fused protein in mesophyll protoplast. The transfected protoplasts were treated with or without 1 μM BLM and then were used for fluorescent observation. Note that YFP-XIP-M was localized in both cytoplasm and nuclei in all the samples under mock treatment (16 out of 16). Shortly after BLM treatment (30 min), YFP-XIP-M has been found enriched in the nuclei in most observed protoplasts (18 out of 28). Bar=10 μm.

**
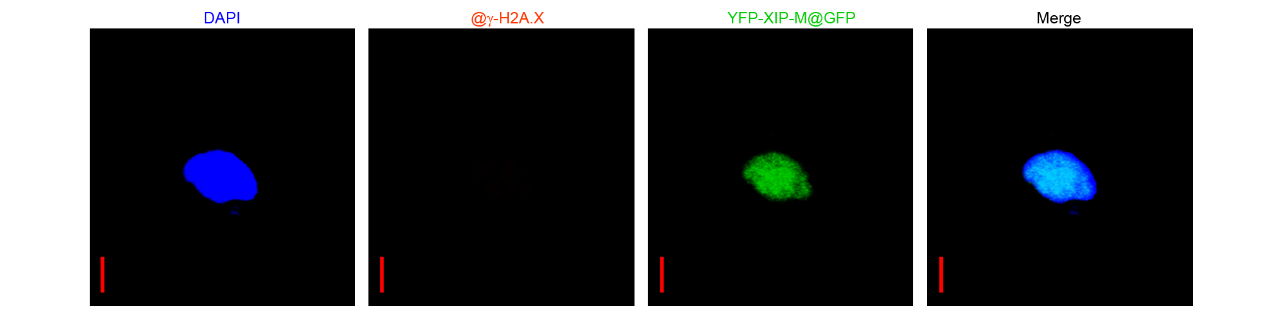
**

**Supplementary Fig. 6 The localization of YFP-XIP-M under mock condition.**

The XIP-M was expressed as an YFP-fused protein in mesophyll protoplast. The transfected protoplasts without genotoxin treatment were used as a negative control of **Fig.1e** for immuno-staining. Note that no γ-H2A.X signal was found in these protoplasts. Different from the fluorescent observation in intact cells in **Supplementary Fig.5**, the immuno-staining protocol involves membrane breakage for antibody to enter the cell as well as extensive washes. Probably for this reason, only nuclear YFP-XIP signal were clearly observed. Representative image from 8 well-stained protoplasts was shown. Bar=5 μm.

**
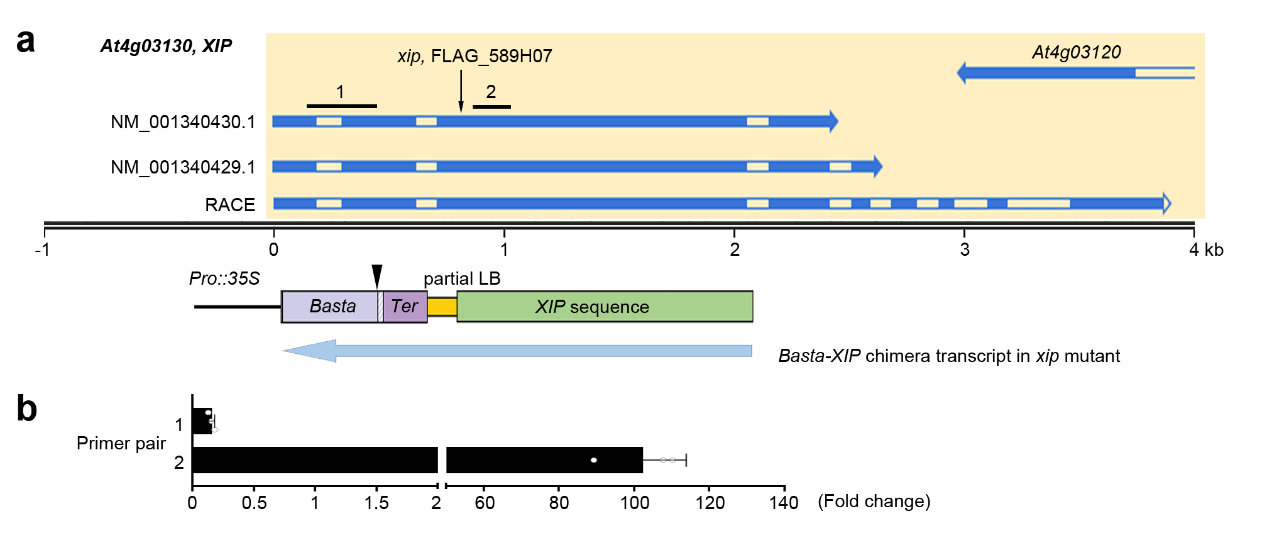
**

**Supplementary Fig. 7 Identification and characterization of *xip* mutant.**

**a** Two primer pairs (1 and 2) flanking the T-DNA insertion site were designed to examine the transcript remnant in the *xip* mutant.

**b** Primer pair 1 detected transcript in *xip* mutant at less than 10% of the WT level, while the amplicon of primer pair 2 increased dramatically to over 100-fold. *ACT2* was used as reference gene. Mean values of the relative transcript levels were shown together with error bars indicating ±SD from three independent biological replicates.

A 5'-RACE analysis was then performed to investigate the abnormal initiation site of such transcript. We found that the constitutive promoter *Pro:35S* within the integrated T-DNA sequence strongly expressed the intact resistance gene *Basta*. However, the transcript also unexpectedly included partial left border (LB) sequence and the partial *XIP* gene sequence immediately following the T-DNA insertion site, thus forming a *Basta-XIP* chimera transcript in *xip* mutant **(a)**. Since the predicted coding region of such chimera transcript does not contain any XIP protein sequence, we inferred that *xip* corresponds to a functional knock-out mutant.

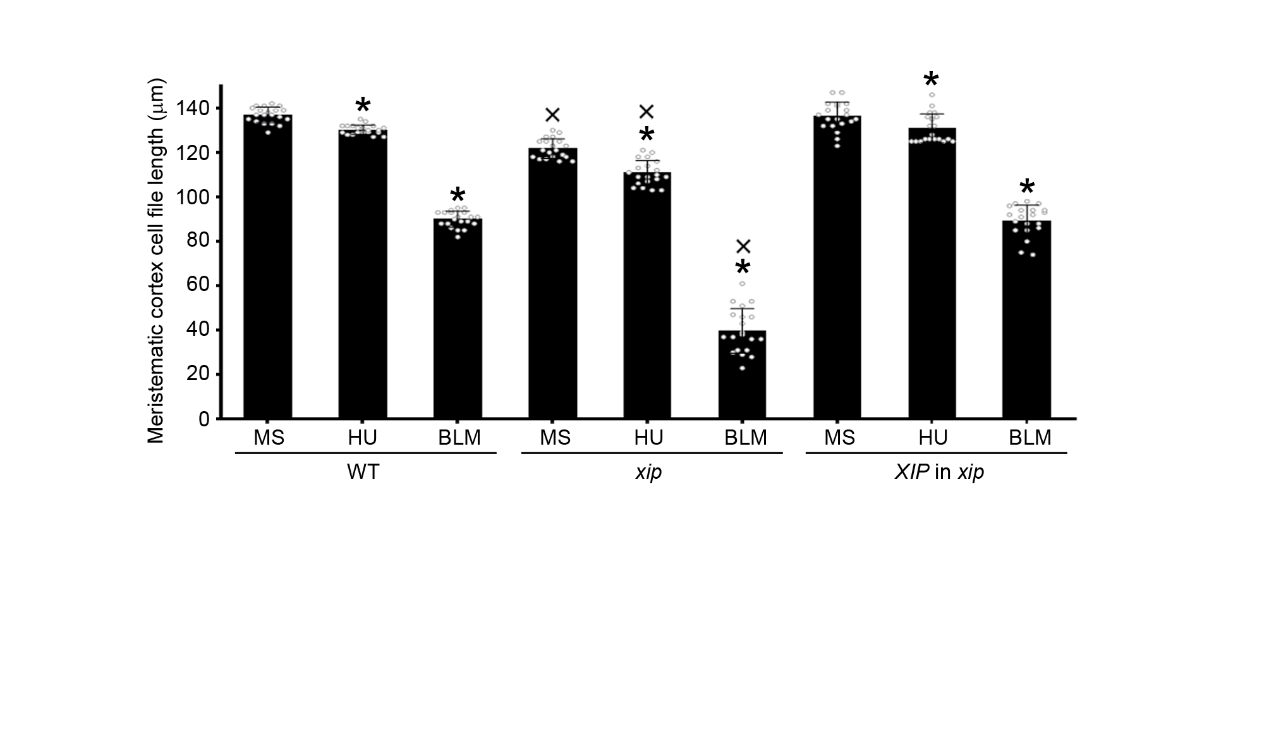

**Supplementary Fig. 8 Comparison of root meristem length.**

The meristem size was quantified by measuring the length of proximal meristem (in a cortex cell file extending from the quiescent center to the first elongated cortex cell)^2^. Mean values of 20 root tips were shown together with error bars indicating ±SD. Asterisks (*) indicate statistically significant difference (*p* < 0.05, *t*-test, two-tail) of samples treated with and without long-term HU/BLM stresses (such as WT-HU vs WT-MS, *xip*-HU vs *xip*-MS). “X” indicates statistically significant difference (*p* < 0.05, *t*-test, two-tail) in *xip* when compared with WT sample grown under the same conditions (such as *xip*-MS vs WT-MS, *xip*-HU vs WT-HU). All the *p* values can be found in the source data.

**
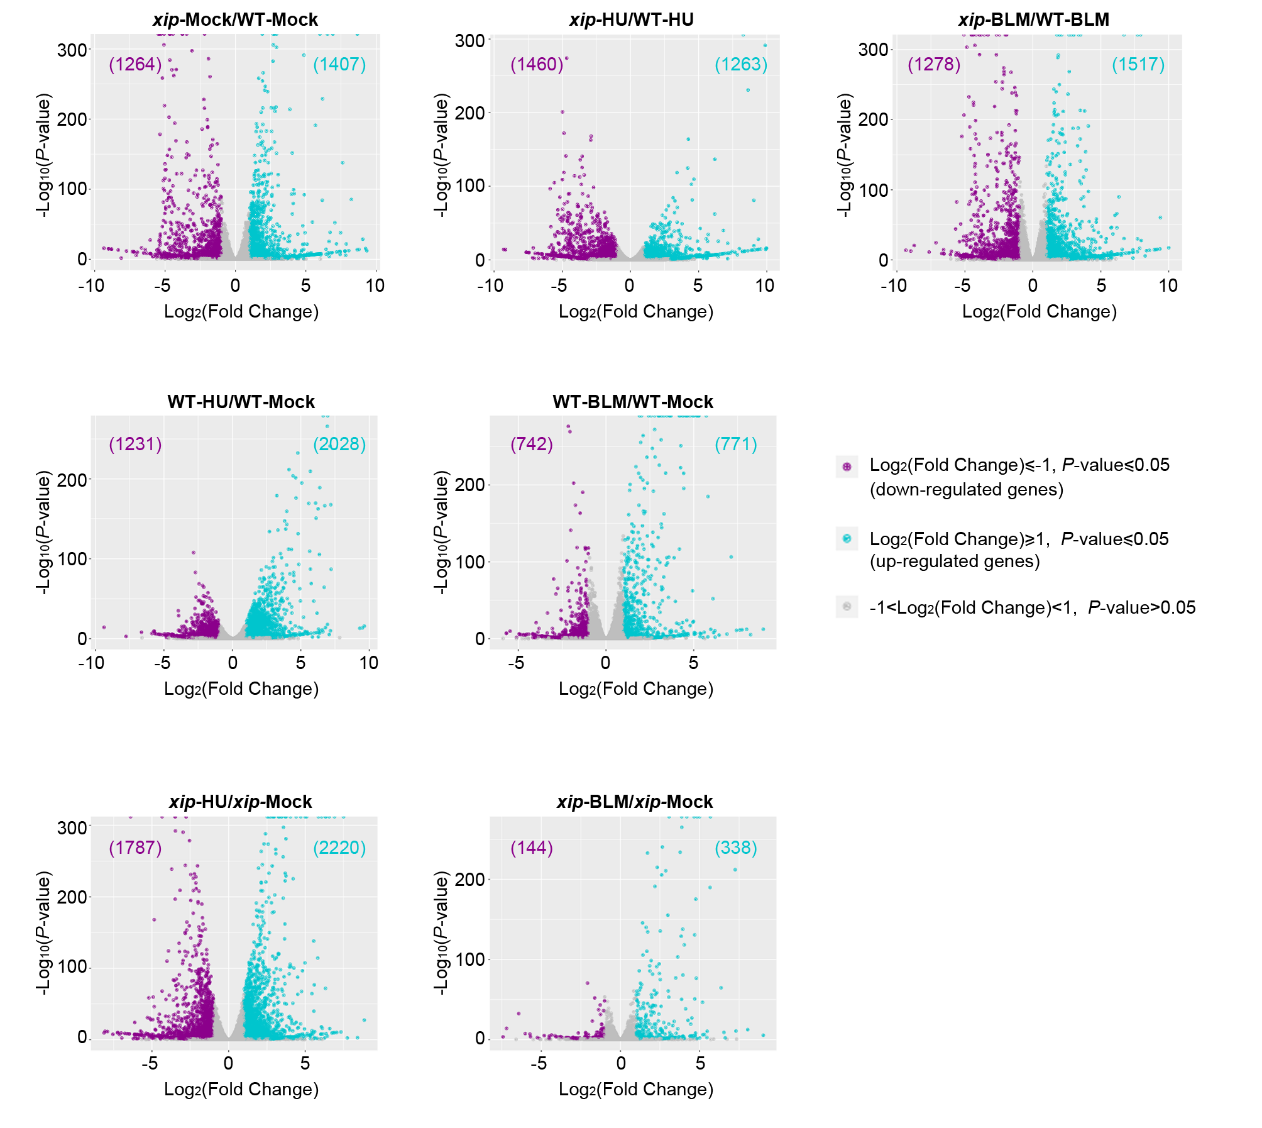
**

**Supplementary Fig. 9 Massive transcriptional changes in *XIP*-dependent and/or genotoxin-dependent manner.**

Volcano plot showing the differentially expressed genes (DEGs) in different sample pairs (*xip* vs WT, HU vs Mock and BLM vs Mock). 

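Light-harvesting genes were among the genes that were higher with HU than under mock in both genotypes. *LHCB3* (AT5G54270, chromosome 5 from 22038165 to 22039568), a chlorophyll-binding protein gene of photosystem II, rose from 24.2 ± 1.15 to 1035 ± 179 FPKM (SD, n = 2) in WT and from 30.4 ± 4.8 to 899.7 ± 51.2 FPKM in *xip*. The log2 fold changes were 5.35 (SE 0.14, limma adjusted p = 1.61e-07) and 4.85 (SE 0.14, limma adjusted p = 1.68e-07). *LHCA4*, of photosystem I, rose by 4.10 and 4.18, and *LHCB2.1*, *LHCB2.2* and *LHCB2.3*, near-identical copies that may share reads, by 6.22, 6.50 and 5.67 in WT. Of 11 photosynthesis genes, 9 rose in *xip*-HU/*xip*-Mock, also adjusted over the list alone (median 4.18; camera adjusted p = 1.3e-13, adjusted p = 0.034 with an estimated correlation), and in WT-BLM/WT-Mock and *xip*-BLM/*xip*-Mock limma called 0, with or without adjustment of p (camera adjusted p = 0.102 and 0.919). The HU interaction for this list had 0 calls by limma, with or without adjustment of p (camera adjusted p = 0.375; median 0.27). The noncoding RNA gene AT2G08665 rose by 10.78 and 10.86, but transcripts on its other strand make its value uncertain. Of 10 root markers, 3 fell in *xip*-HU/*xip*-Mock, also adjusted over the list alone (camera adjusted p = 0.0125, adjusted p = 0.088 with an estimated correlation), with *EXP7*, an expansin gene of root hairs, at -1.77 and *CASP1*, of the Casparian strip, at -1.28. *NIP2;1*, a channel gene, fell by 4.93 with HU in *xip*. limma called 847 genes higher with 1010 lower in WT-HU/WT-Mock, and 915 higher with 1317 lower in *xip*-HU/*xip*-Mock, and 408 genes rose in both. These splits depend on the scaling between libraries: median-of-ratios scaling gave 1252 higher and 515 lower in WT and 1284 and 833 in *xip*, TPM gave 774 and 2040, and 847 and 2266, and quantile normalization gave 1100 and 626, and 1128 and 917. Without WT-HU replicate 2, 1772 genes were lower in WT-HU/WT-Mock.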

The x-axis indicates the fold change of transcript level, and the y-axis indicates the significance scores. The *p* values were calculated and adjusted with the Benjamini-Hochberg correction. Cyan and purple points represented the genes exhibiting significantly up- and downregulated genes (fold change≥2, *p*-value≤0.05, two-tail), respectively.

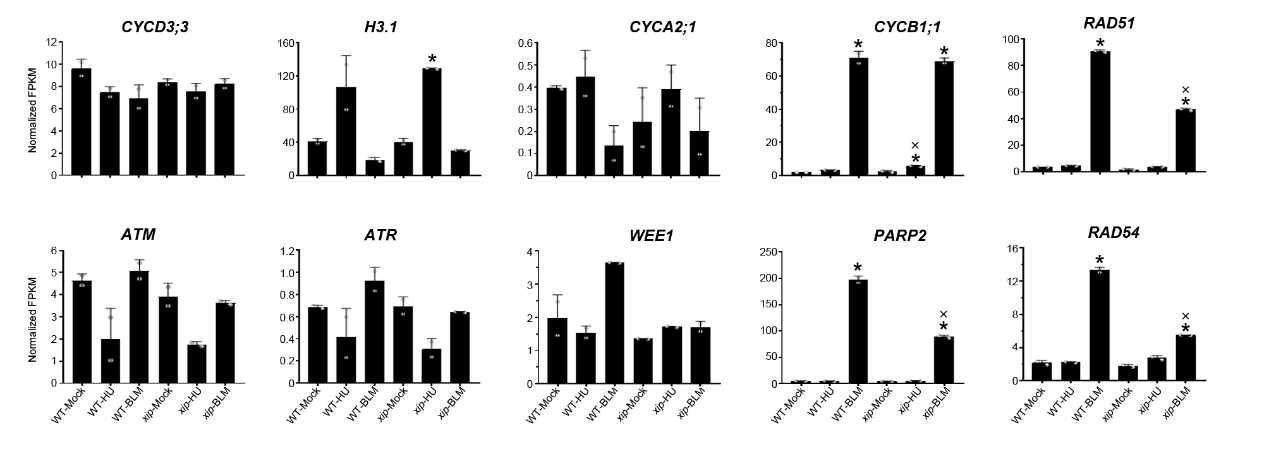

**Supplementary Fig. 10 The normalized FPKM of selected genes in this study.**

The normalized Fragment Per Kilobase of transcript per Million fragments mapped (FPKM) of all the examined genes in Fig.3a and 3b were extracted from RNA-seq with two independent biological replicates. 

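*PARP2* (AT4G02390), a poly(ADP-ribose) polymerase gene, rose with BLM from 4.45 ± 0.163 to 147 ± 13.5 FPKM (SD, n = 2) in WT and from 3.9 ± 0.0774 to 73.9 ± 0.397 FPKM in *xip*, and its interaction of -0.83 (SE 0.18, limma adjusted p = 0.0319) stayed under the fold change threshold. *RAD54* (AT3G19210), a DNA repair gene of homologous recombination, rose with BLM from 1.57 ± 0.516 to 10.8 ± 0.544 FPKM in WT, and had 1.57 ± 0.0497 FPKM in *xip*-Mock and 4.9 ± 0.262 FPKM in *xip*-BLM. The *RAD54* call in *xip* was lost without any of the 8 libraries of WT-BLM, *xip*-Mock, *xip*-HU and *xip*-BLM, and the interaction was -1.01 (SE 0.31, limma adjusted p = 0.107). *WEE1* (AT1G02970), a cell cycle checkpoint kinase gene, was not called with BLM, at 0.83 (SE 0.29, limma adjusted p = 0.0954) in WT and 0.07 (SE 0.29, limma adjusted p = 0.985) in *xip*. By RT-qPCR the paper reports *WEE1* as activated by BLM. *CYCB1;1* (AT4G37490), a mitotic cyclin gene, rose from 1.68 ± 0.055 to 60.5 ± 5.51 FPKM in WT and from 1.89 ± 0.351 to 62.2 ± 4.23 FPKM in *xip*, with an interaction of -0.07 (SE 0.17, limma adjusted p = 0.882). With HU, *H3.1* (AT1G09200), a histone gene of S phase with near-identical copies, rose by 1.30 in WT, a call lost without WT-HU replicate 1 and in a model of the compared groups alone, and by 1.62 in *xip*, with an interaction of 0.32 (limma adjusted p = 0.592). *CYCB1;1* was at 0.56 (limma adjusted p = 0.00676) with HU in WT and at 1.08 in *xip*, a call lost without *xip*-Mock replicate 2. By RT-qPCR the paper reports a rise of *CYCB1;1* with HU, stronger in *xip*. In WT it stayed under the fold change threshold here. *ATM* (AT3G48190) and *ATR* (AT5G40820), the sensor kinase genes, were not called with BLM in WT, at 0.05 (limma adjusted p = 0.964) and 0.42 (limma adjusted p = 0.496), with 2.52 ± 1.4 FPKM for *ATM* and 0.579 ± 0.0321 FPKM for *ATR* in WT-Mock. *CYCD3;3* (AT3G50070), a cyclin gene of the G1 phase, was not called with HU in WT, at -0.38 (limma adjusted p = 0.0718), and *CYCA2;1* (AT5G25380) was below the minimum FPKM and was not tested. Of the 16 tested genes that the paper names, 4 rose and 2 fell in WT-BLM/WT-Mock and 4 rose in *xip*-BLM/*xip*-Mock, also adjusted over the list alone (camera adjusted p = 0.0184 and 0.0138, adjusted p = 0.17 and 0.122 with an estimated correlation). This list holds genes that the paper chose to show, so its test is not independent evidence.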

Mean values were shown together with error bars indicating ±SD. Asterisks (*) indicate both statistically significant difference (*p* < 0.05, *t*-test, two-tail) and fold change > 2 in samples when compared with WT-Mock. “X” indicates statistically significant difference (*p* < 0.05, *t*-test, two-tail) in *xip* samples when compared with WT sample under the same conditions (such as *xip*-HU vs WT-HU, *xip-*BLM vs WT-BLM). All the *p* values can be found in the source data.

**
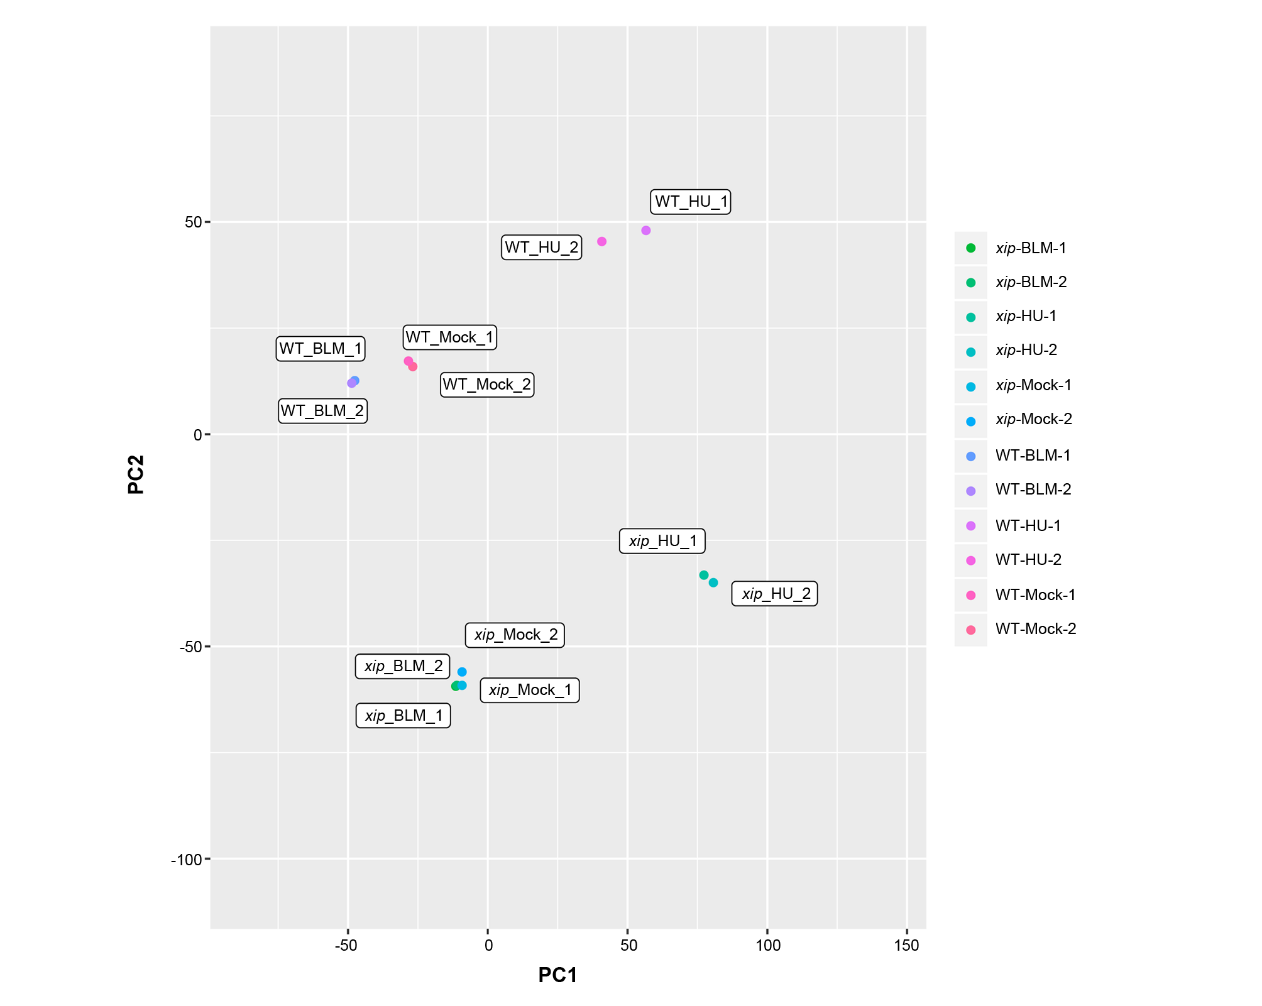
**

**Supplementary Fig. 11 The principal component analysis (PCA) of WT and *xip* samples in this study.**

The 6 samples in two biological repeats was analyzed in PCA. Note that the *xip*-Mock samples are much closer to *xip*-BLM samples in PCA analysis when compared to their WT counterparts (WT-Mock vs WT-BLM).

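*xip*-Mock and *xip*-BLM lay closer together than WT-Mock and WT-BLM over the 19977 tested genes. The distance between group means of log2(FPKM + 1) was 53.0 for *xip*-Mock and *xip*-BLM and 69.8 for WT-Mock and WT-BLM. Single libraries of these groups were 64.9 to 67.9 apart in *xip* and 77.5 to 80.6 apart in WT. The 2 libraries of a group were 51.6 apart in WT-Mock, 54.9 in WT-BLM, 57.6 in *xip*-Mock, 54.1 in *xip*-BLM, 59.8 in *xip*-HU and 73.7 in WT-HU. WT-Mock and *xip*-Mock were 88.4 apart, WT-BLM and *xip*-BLM 89.5, and WT-HU and *xip*-HU 88.7. HU moved the group means further, by 97.8 in WT and 103.6 in *xip*. The first principal component held 37.9% of the variance and separated the HU libraries from the others, and the second held 25.9% and separated *xip* from WT. Distances and components are given without a test.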

**
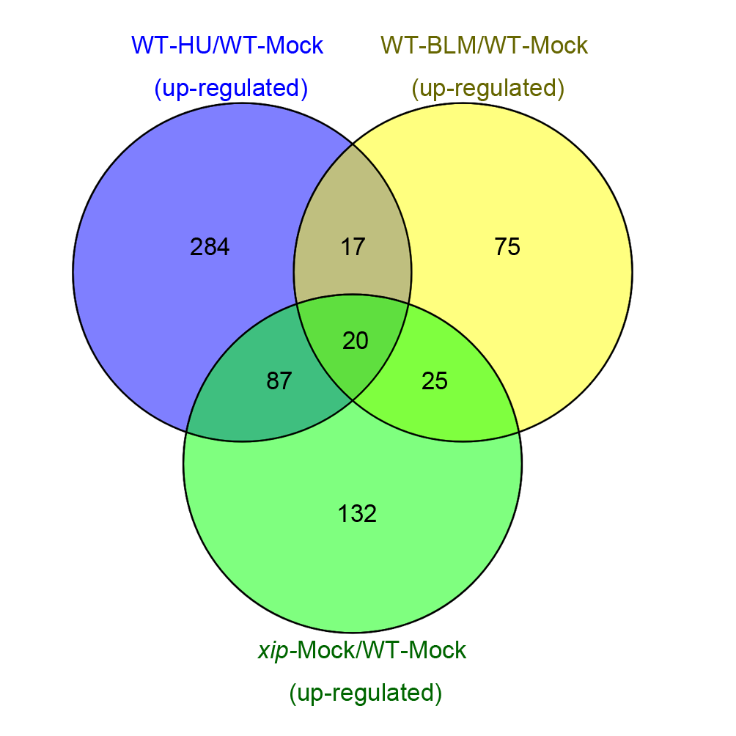
**

**Supplementary Fig. 12 *XIP*-depletion can partially mimic the plants under replication and/or genotoxin stresses in activating responsive genes.**

Venn diagram for the overlap of upregulated DEGs in enriched GO category ‘response to stress (GO: 0006950)’ in *xip* mutant (*xip-*Mock/WT-Mock) with those in WT-HU/WT-Mock and WT-BLM/WT-Mock.

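The diagram counts genes of 1 GO category, and the numbers here count all genes higher in *xip*-Mock than in WT-Mock. *UPOX* (AT2G21640, chromosome 2 from 9254378 to 9255743) is 1 of 23 genes that were higher in *xip*-Mock and rose in WT with both HU and BLM. In all, 138 genes were shared with WT-HU/WT-Mock, where independent lists would share 26.7, and 74 with WT-BLM/WT-Mock, where independent lists would share 10.7. The part shared with HU may reflect HU or a difference in light or time of day at harvest, which were not told apart. With split controls, 1 WT-Mock library for each side, 129 and 128 genes were shared with HU in the 2 ways round and 62 and 64 with BLM. Across the 19977 genes, the log2 fold changes of *xip*-Mock/WT-Mock had a correlation of 0.18 with those of WT-HU/WT-Mock and 0.30 with those of WT-BLM/WT-Mock. The simulated unchanged groups gave 0.50 and 0.50, values that the shared control fixes where noise is the only variation, so the correlations are not compared by size. The covariance was 0.0781 with HU and 0.0933 with BLM, against simulated values of 0.0336 and 0.0335 that shared controls alone give, and with split controls it was 0.0485 and 0.0409 with HU and 0.0564 and 0.0635 with BLM. Genes are not independent replicates, and no p-value is given for these correlations.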

**
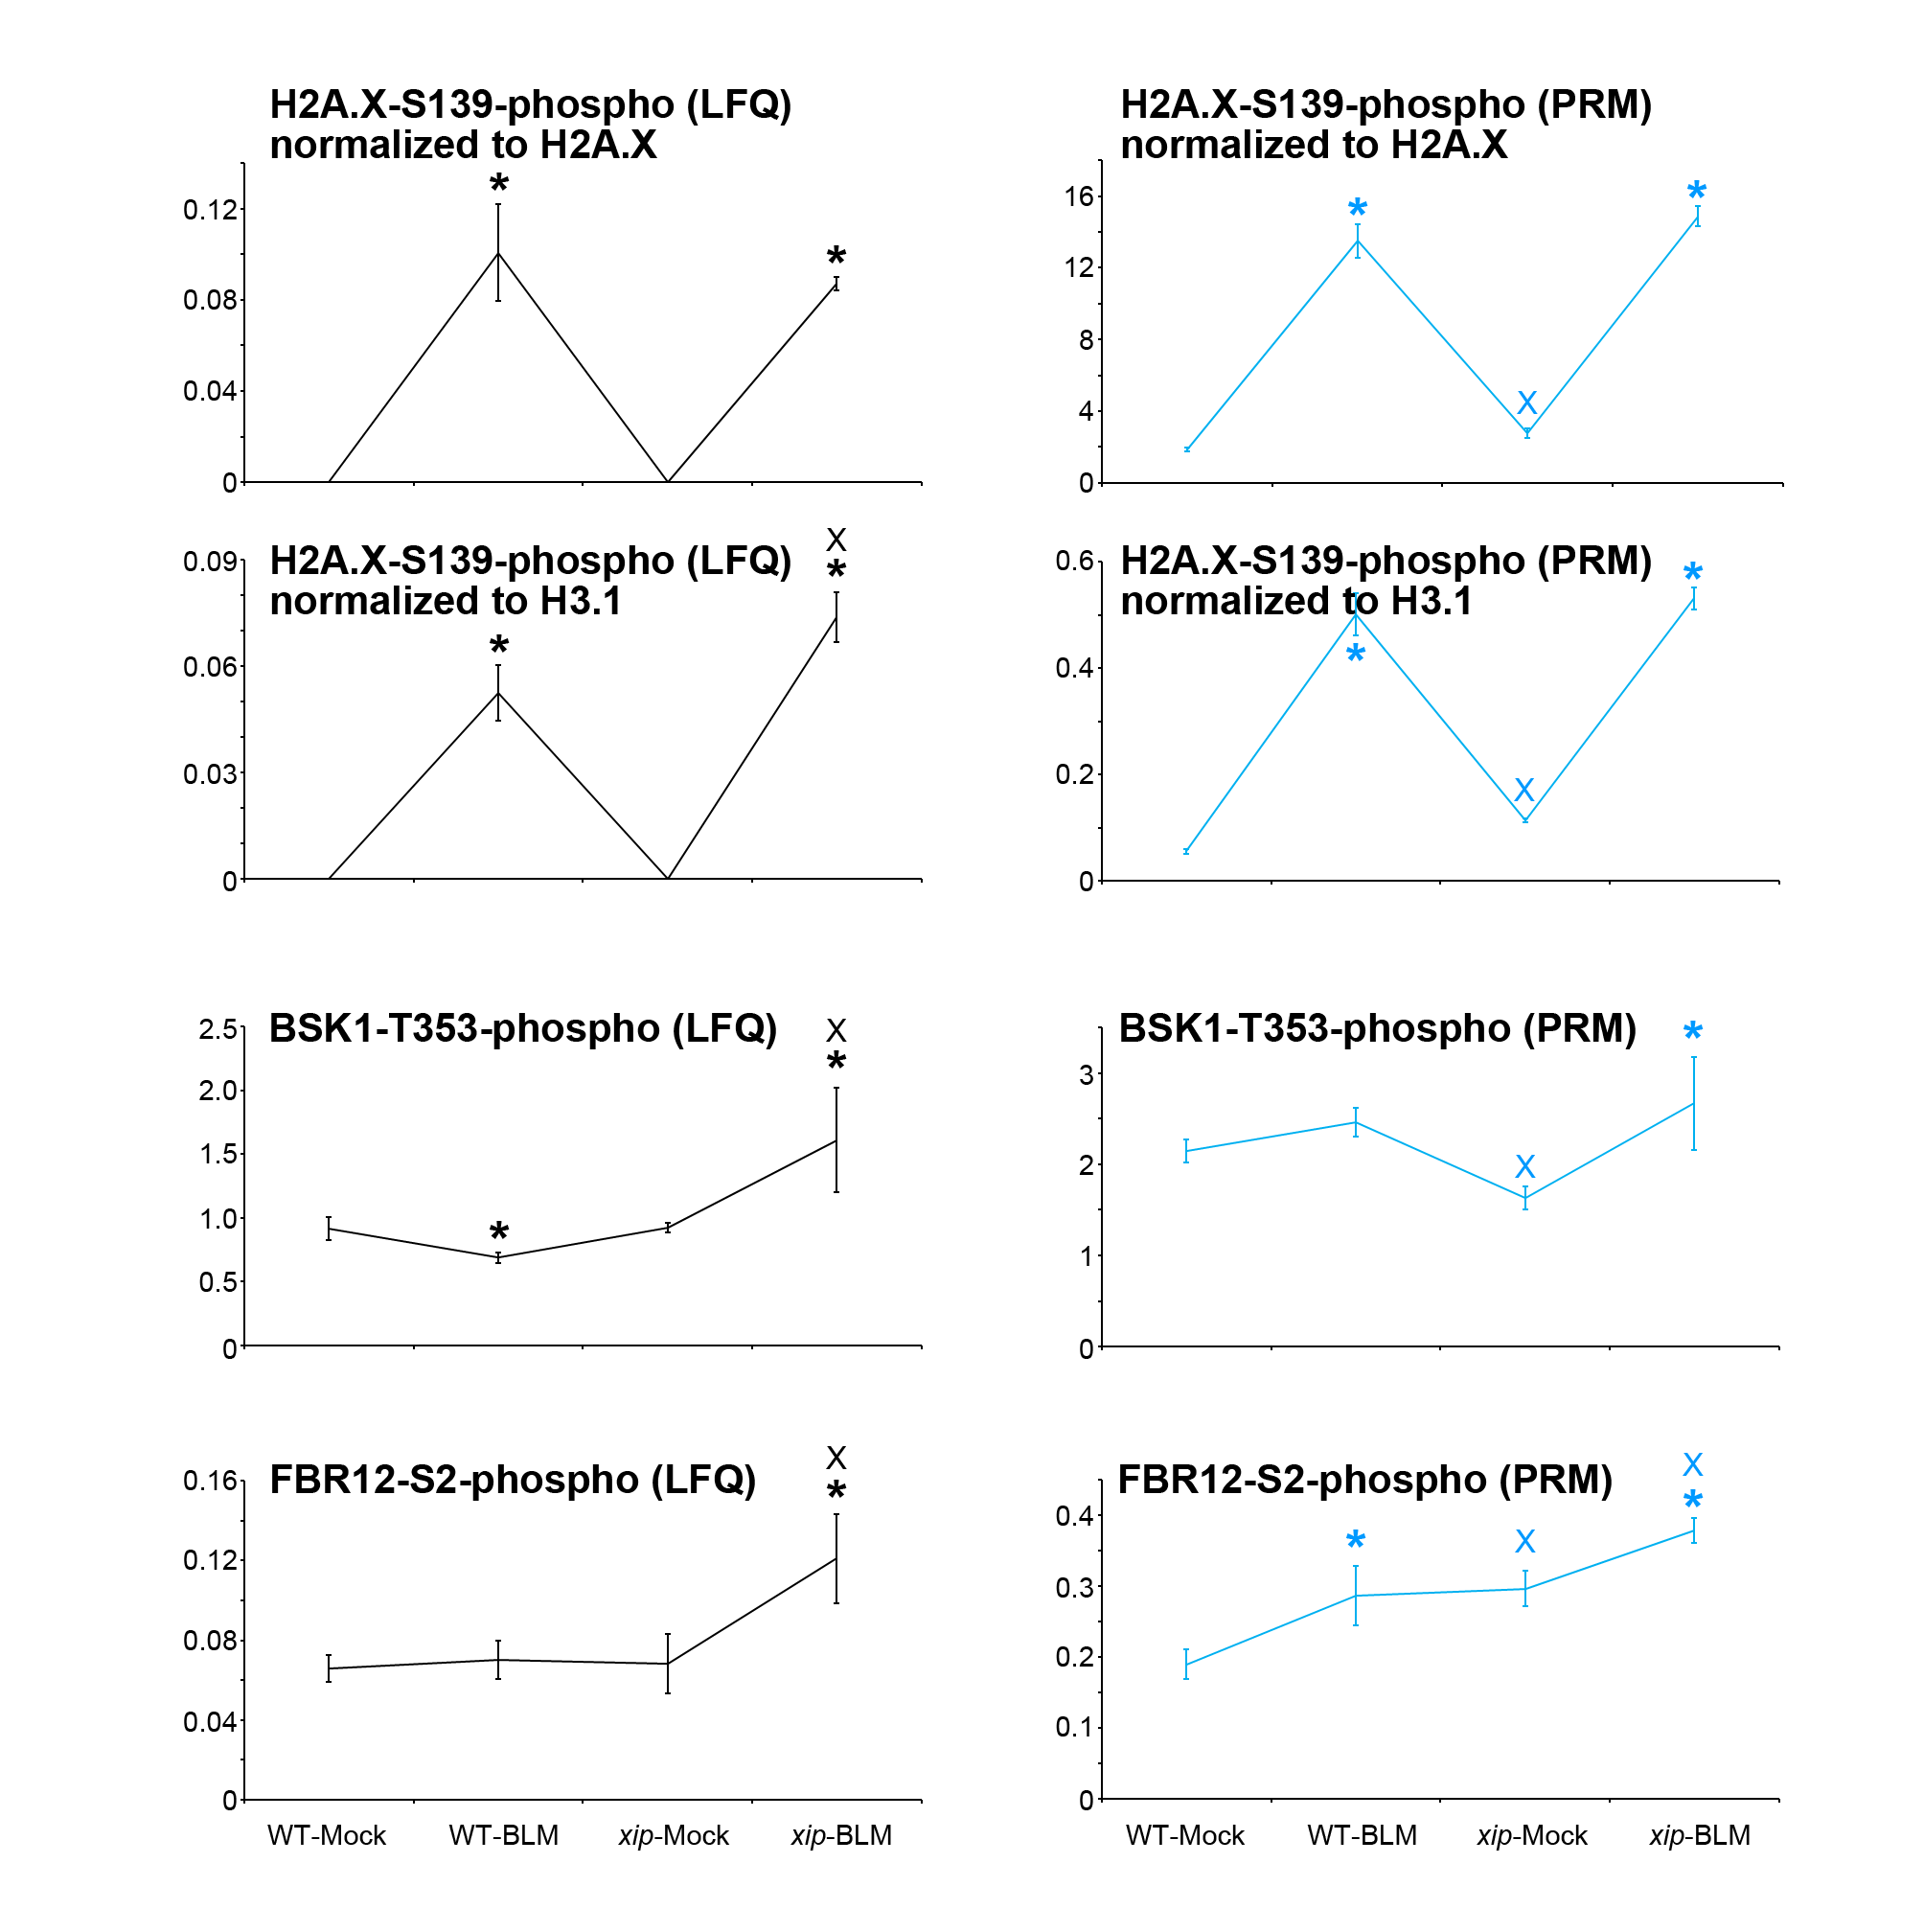
**

**Supplementary Fig. 13 The comparison of phosphorylation site of selected target proteins identified by label-free quantification (LFQ) and parallel reaction monitoring (PRM).**

Typical phospho-proteins extracted from our LFQ and PRM phospho-proteomics. The abundance of phospho-peptide was normalized to the abundance of corresponding protein. The average of these normalized values from three biological repeats is shown together with error bars indicating ±SD. Asterisks (*) indicate the statistically significant differences of samples after 6 hours of 2.5 μM BLM treatment when compared to Mock (WT-BLM vs WT-Mock, *xip*-BLM vs *xip*-Mock, *p* < 0.05, *t*-test, two-tail). “X” indicates statistically significant differences in *xip* when compared to WT (*xip*-Mock vs WT-Mock, *xip*-BLM vs WT-BLM, *p* < 0.05, *t*-test, two-tail). All the *p* values can be found in the source data.

The selected DPPs include the S139 residue in H2A.X; the T353 residue in receptor-like cytoplasmic kinase Brassinosteroid-signaling kinase 1 (BSK1), which is implicated in cell cycle progression^3^; and S2 residue of Fumonisin B1-resistant 12 (FBR12), which is implicated in cell death^4^. Notably, H2A.X-S139 phosphorylation level was also normalized to canonical histone H3.1, since the relative γ-H2A.X level was normalized to H3 in histone Western (**Fig. 4a**).

**
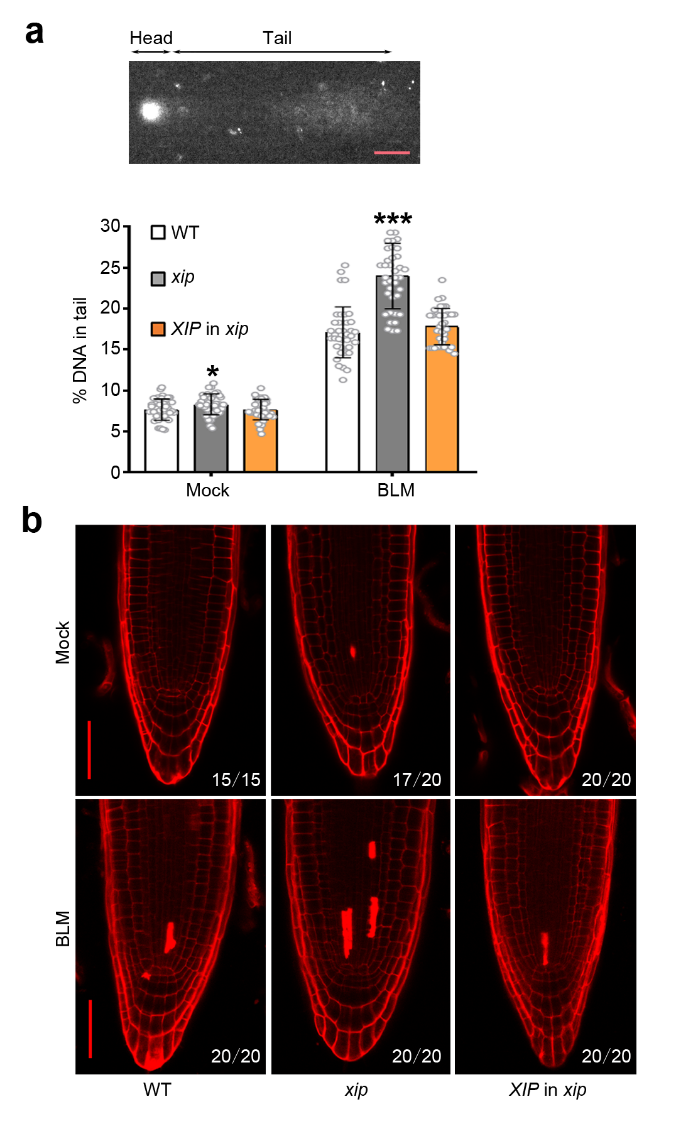
**

**Supplementary Fig. 14 The higher chromatin instability caused by *XIP* deficiency.**

**a.** Comparison of nuclear DNA lesion levels. The upper image illustrates the DNA lesion measurement in the comet assay. Bar= 10 μm. The bottom graph shows the percentage of DNA in the comet tail in the 12-day-old WT, *xip* and *XIP* in *xip* seedlings with or without 6 hours of 2.5 μM BLM treatment. For each plant sample, the mean value of 40 nuclei was shown together with error bar indicating ±SD from three independent biological replicates. Asterisks indicated the significant differences between the WT and *xip* mutant (****p*≤0.001, * *p*<0.05, *t*-test, two-tail). All the *p* values can be found in the source data.

**b.** Representative image of 15-20 PI-stained root tips of 6-days-old WT, *xip* and *XIP* in *xip* seedlings with or without 6 hours of 2.5 μM BLM treatment. Bar = 50 μm.

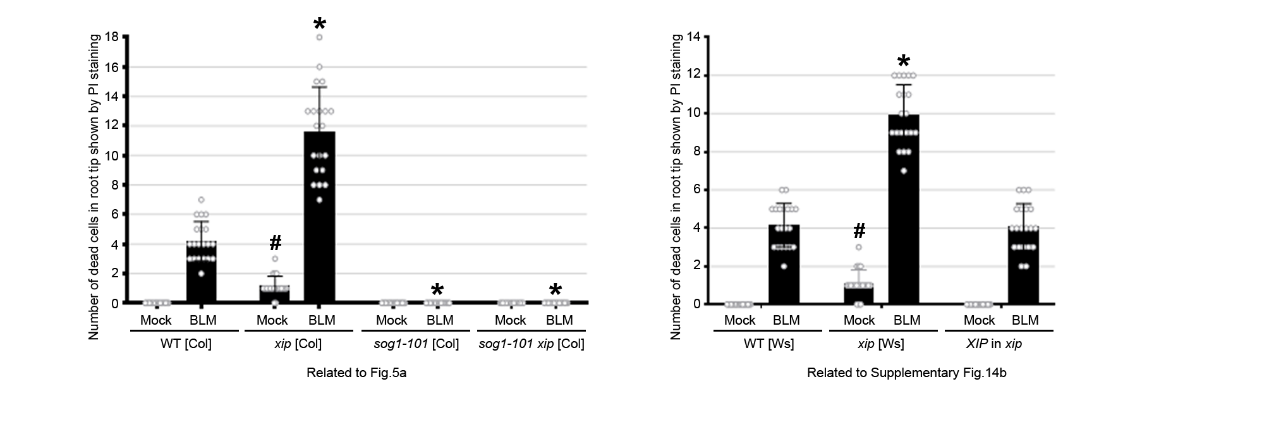

**Supplementary Fig. 15 The number of dead cells in root tips.**

The number of dead cells in each root tip (**left**, related to **Fig.5a**; **right**, related to **Supplementary Fig.14b**) was counted. The mean value was shown together with error bar indicating ±SD from 20 biologically independent plants. No dead cell was found in some background, such as *sog1-101*. In these cases, we thus only examined 15 plant samples. Pound signs (#) indicate the significant differences of samples under mock condition with WT under mock condition (WT-Mock) (*p*<0.05, *t*-test, two-tail). Asterisks (*) indicated the significant differences of samples after BLM treatment with WT after BLM treatment (WT-BLM) (*p*<0.05, *t*-test, two-tail). All the *p* values can be found in the source data.

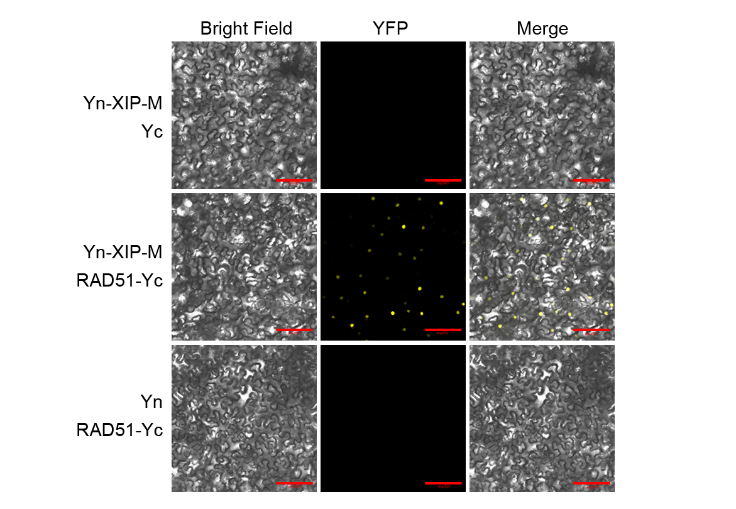

**Supplementary Fig. 16 BiFC analysis of interaction between XIP-M and RAD51.**

XIP-M and RAD51 were fused the N-terminal and C-terminal of YFP (Yn-XIP-M and RAD51-Yc), respectively, and formed visible YFP fluorescence signal in tobacco leaf cells. In contrast, no YFP signal was detected in the negative controls. Representative results from 10 leaves were shown. Bar=100 μm.

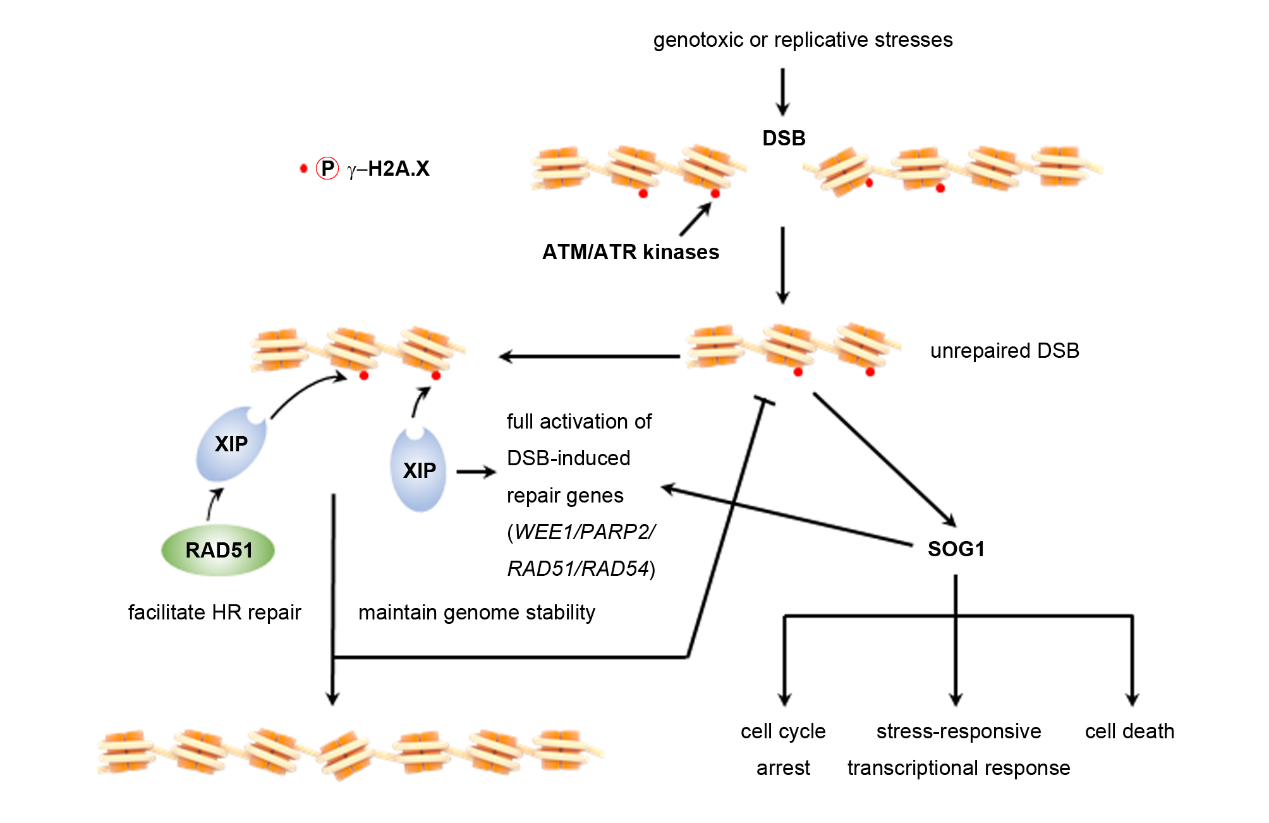

**Supplementary Fig. 17 A model of XIP activity in plant DSB response.**

XIP specifically interacts with DSB-induced γ-H2A.X, and recruits RAD51 through protein-protein interaction to facilitate HR repair and maintain genome stability.

**Supplementary References**

1. Jungmichel S, Stucki M. MDC1: The art of keeping things in focus. *Chromosoma* **119**, 337-349 (2010).

2. Perilli S, Sabatini S. Analysis of root meristem size development. *Methods Mol Biol* **655**, 177-187 (2010).

3. Yan H, Zhao Y, Shi H, Li J, Wang Y, Tang D. BRASSINOSTEROID-SIGNALING KINASE1 Phosphorylates MAPKKK5 to Regulate Immunity in Arabidopsis. *Plant Physiol* **176**, 2991-3002 (2018).

4. Feng H, Chen Q, Feng J, Zhang J, Yang X, Zuo J. Functional characterization of the Arabidopsis eukaryotic translation initiation factor 5A-2 that plays a crucial role in plant growth and development by regulating cell division, cell growth, and cell death. *Plant Physiol* **144**, 1531-1545 (2007).

# Supplementary material for: Arabidopsis γ-H2A.X-INTERACTING PROTEIN participates in DNA damage response and safeguards chromatin stability
**Source:** Nat Commun. 2022 Dec 26;13:7942. doi: 10.1038/s41467-022-35715-2
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

Description of Additional Supplementary Files:

Supplementary Data 1: The retrieved proteins by p1 and p2 in ppd-MS analysis.

Supplementary Data 2: The differentially expressed genes (DEGs) revealed in the RNA-seq in this study.

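The sheet of genes higher in *xip*-Mock than in WT-Mock lists 1407 genes by the paper's count. Of these, 1078 were among the genes tested here, 1053 had a positive log2 fold change and 576 were called higher. Genes such as *ESP*, *SUC7*, *GSTU24* and *UGT74E2* are among the genes called higher here, of which 91.4% are in the sheet. Of the tested genes of the sheet, 484 had a log2 fold change under 1 here and 18 passed that size but not the limma adjusted p of 0.05. The paper's lists come from DESeq2 on read counts, which were not used here.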

Supplementary Data 3: All the phospho-peptides identified in the phospho-proteomic analysis in this study.

Supplementary Data 4: All the proteins (for normalization) identified in the phospho-proteomic analysis in this study.

Supplementary Data 5: Normalization of phospho-peptides to the corresponding proteins, and the DPPs identified in this study.

Supplementary Data 6: PRM verification of phosphorylation site of selected target proteins in this study.

Supplementary Data 7: The XIPIPs identified in the pulldown-MS analysis in this study.

Supplementary Data 8: The primers used in this study.

How the deposited data were processed for this re-analysis (not part of the article)

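RNA was measured in 12-day-old Arabidopsis seedlings of WT (Wassilewskija) and *xip*, each without treatment (Mock), with hydroxyurea (HU) and with bleomycin (BLM), with 2 libraries in each of 6 groups. The sample records describe poly(A) selection, and the paper a stranded mRNA kit and sequencing on a HiSeq3000. The authors used DESeq2 v1.16.1 for the paper's own gene lists. The submitters' processing notes name Bowtie2 and StringTie without versions, roles or a genome build. The deposited values are the authors' FPKM (fragments per kilobase of transcript, scaled to the library), TPM and mean coverage of each transcript that StringTie assembled in a library, with replicates kept apart. Read counts were not used here, so the authors' DESeq2 lists could not be rebuilt. Whether the authors' assembly used the strand of the reads is not stated. Each library listed 239 to 327 transcripts without a strand.

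The deposited coverage divided by the deposited FPKM was 1 constant in each library, the aligned bases in Gb, from 5.08 in WT-HU replicate 1 to 8.09 in *xip*-Mock replicate 2. Annotated genes numbered 20559 in WT-HU replicate 1, the fewest, and 22619 in *xip*-Mock replicate 2, the most. Transcripts with no match in the annotation had a coverage of at least 2.5 and a length of at least 200 bases, and held 6.16% to 11.9% of the FPKM of a library. The deposited TPM summed to less than the 1e+06 that defines it, with 10.4% to 12.6% missing for a reason that is not stated. The gene with the highest FPKM was AT1G67090, a subunit gene of the carbon-fixing enzyme Rubisco, in every library. A gene that a library does not list was taken as 0, which can be a failed estimate of the assembler as well as an absent transcript.

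Chromosome names and gene identifiers fit an Ensembl-style annotation of the TAIR10 genome whose release is not stated. Of 25897 annotated genes in the files, 25172 were found in the TAIR10.1 table, and 24128 of these (95.85%) had the same start and end there. Coordinates in the text are those of the deposited files. Gene names come from that table and the paper. The reference is of the Columbia accession, so differences in sequence between Wassilewskija and Columbia can lower or shift values in both genotypes.

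The value of a gene in a library was the sum of the FPKM of its transcripts. Assembled transcripts without a match were added to the gene whose exons on the same strand held at least 25% of their exonic bases. This rule was set after the layout of the files and the values of AT1G67090, *XIP* and AT4G03120 had been seen, and before any test. The 19977 genes with at least 1 FPKM in at least 2 libraries were tested on log2(FPKM + 1) with limma 3.58.1 in R 4.3.3, by lmFit and eBayes with a variance trend, with all 12 libraries in 1 model of 6 group means and 6 residual degrees of freedom. There were 7 comparisons of groups and 2 interaction contrasts, of BLM and of HU with genotype. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.05 and a fold change of at least 2 in either direction, the thresholds that the paper states. The pseudocount of 1 makes the fold changes of low genes smaller. Tables and overlaps were made in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6. A label permutation of 2 against 2 libraries cannot give a p under 0.05 and was not used.

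No GO terms were used here. The paper's categories were followed with 16 gene lists set from textbook knowledge before the data were examined: DNA damage signaling and checkpoint, homologous recombination, end joining, excision, mismatch and bypass repair, DNA replication and dNTP supply, histones H3.1 and H4, G2 and mitosis, oxidative stress, salicylic acid and immune response, receptor and signaling kinases, heat shock, developmental cell death, shoot photosynthesis, root markers, reference genes, and genes that the paper names. Each was tested with camera of limma at a preset inter-gene correlation of 0.01, again with the correlation estimated from the libraries, and with fry of limma, adjusted over the 16 lists in a comparison. With so few libraries the estimated correlation is itself uncertain. Of 144 list tests, camera passed 60 and fry 82 at an adjusted p of 0.05, and 57 passed by both in the same direction.

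The genes named in the text were chosen by a rule set before the data were examined. They are the genes that the paper names, the 6 largest positive and the 6 largest negative changes of called genes in each comparison and interaction with a mean of at least 5 FPKM in the higher group, and up to 4 members of each list with the largest changes in size. For the 7 comparisons both libraries of one group also had to lie above both of the other. Values of some of these genes in Supplementary Data 2 and Supplementary Fig. 10 had been seen when the rule was set. AT4G03120, the neighbor of *XIP*, is in the last list, 1 other gene of that list is not reported here, and 11 clock genes were listed after the first results for 1 test.

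The overlap between genes higher in *xip*-Mock and genes that rose in WT was set against 50 simulations of groups without change compared with the same WT-Mock libraries, and was counted again with 1 WT-Mock library as the control of *xip*-Mock and the other as that of HU and BLM. The fit was tested on simulated data of 19977 genes for *xip*-Mock/WT-Mock, with 50 genes at each of 4 known changes. It called 78% of genes changed by -1.2, 86% at 1.2, 100% at -2 and 94% at 2 on the log2 scale, with 0 calls among unchanged genes. The changed genes were drawn from those above 5 FPKM in WT-Mock, and the noise was normal with the spread of the fit. Changes of lower genes and failed estimates of the assembler were therefore not covered. The alternatives were median-of-ratios scaling, quantile normalization, TPM, pseudocounts of 0.1 and 0.5, no filter on low values, a mean of at least 5 FPKM, the highest transcript of a gene in place of the sum, no variance trend, a model of the compared groups alone, a block for the replicate number, no minimum fold change, unadjusted p, and each library left out in turn. Matched transcripts only, genes listed in all 12 libraries, genes with no transcript on the other strand, unmatched transcripts assigned at 50% or more, and the split of the WT-Mock libraries were added after the data were seen. The paper's RT-qPCR, microscopy and protein data were not analysed here.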

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

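The tests on near-identical copies and on scaling between libraries below were chosen after the results were seen, as was the count of matched transcripts only.

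The changes with treatment differed between the genotypes for 480 genes under BLM and 974 genes under HU in the interaction test. The thalianol genes *THAS1* and *CYP705A5*, which act in the synthesis of a root triterpene, had HU interactions of 4.29 (SE 0.31, limma adjusted p = 9.28e-05) and 4.32 (SE 0.15, limma adjusted p = 1.95e-06). AT4G33720, a gene of the family of *PR1*, had an HU interaction of -6.29 (SE 0.16, limma adjusted p = 2.19e-07). AT1G05675, which lies beside *UGT74E2*, had a BLM interaction of -4.48 (SE 0.26, limma adjusted p = 0.000174), and kept this direction in each of the alternatives run.

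Photosynthesis genes, which the paper does not discuss, had a median log2 fold change with HU of 4.08 in WT and 4.18 in *xip*. Near-identical copies do not account for it, since without *CAB1*, *CAB2* and *CAB3* the other 8 genes had medians of 3.51 and 3.77, nor does the scaling, since median-of-ratios scaling gave medians of 4.34 and 4.38 over the 11 genes. Another time of day or other light at harvest cannot be told apart from an effect of HU. Morning minus evening clock genes moved by 0.18 in WT and -1.81 in *xip*, which decides neither way. In WT this difference cancels rises of both kinds, of *CCA1* (4.01), a morning gene, and of *GI* (4.34) and *PRR5* (2.65), evening genes. Of 11 clock genes, 7 were higher with HU in WT, 6 were higher and 2 lower in *xip*, and 0 were called with BLM. The other change in the design is HU itself, and a larger share of shoot tissue was not tested beyond the root markers, of which 3 of 10 fell in each genotype. These values are therefore consistent with a response to HU, with a difference in light or time, or with both.

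AT2G08665, a noncoding RNA gene outside those the paper discusses, rose by 10.78 in WT-HU/WT-Mock. It overlaps *LHB1B2*, a light-harvesting gene on the other strand, so its value is uncertain. The heat shock list, also outside the paper's discussion of HU, had a median of 0.69 in WT-HU/WT-Mock, with 9 genes higher.

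*ESP* (AT1G54040) at 6.27 and *TGG2* (AT5G25980) at -5.18 in *xip*-Mock/WT-Mock are signals in genes that the paper does not discuss, and both are among 353 genes called in 1 direction in all 3 comparisons of *xip* with WT. A segment around the insertion does not account for these genes, since 6 of 352 lay within 2 Mb of *XIP* (odds ratio 0.849, Fisher's exact p = 0.848). A difference in background between the lines cannot be told apart from the loss of *XIP*, since *xip* is 1 insertion line, and its test fell between the values set for either outcome. In that test 4 of the 353 genes (1.13%) were at 5 FPKM or more in every library of 1 genotype and under 0.1 in every library of the other, against 2 of 868 (0.230%) among genes called in both HU comparisons. A lasting effect of the loss of *XIP* and a second site in the line both remain open.

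AT4G03120, the neighbor of *XIP*, which the paper's RNA-seq results do not discuss, was higher in *xip*-Mock by 1.96. Its last exon, which meets the end of *XIP*, rose by 2.52 in coverage, while its first 3 exons together were at -0.23, with -1.93 in exon 1 and 0.89 in exon 3. Exon 2 was at -1.83 and exon 4 at 1.30. Exons 1 and 2 were also lower in *xip* under HU (-2.12 and -2.12) and BLM (-2.15 and -2.27). Exons 3 and 4 were lower under HU (-0.99 and -1.55) and higher under BLM (0.55 and 0.96). The last exon was higher under BLM by 2.36. With matched transcripts only the gene was at -1.60, but under HU these gave 108 and 119 FPKM in *xip* against 21.2 and 14.7 FPKM in WT, where the first 3 exons together were at -1.54 and the last exon at 3.61. These values may come from *XIP* transcripts that run into AT4G03120 or from a change of AT4G03120 itself, and the exons, which go both ways, cannot tell them apart. No biological explanation for AT4G03120 was tested.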

How the results depend on the processing

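*XIP* was higher in *xip*-Mock (6.40 to 8.53) in each alternative that tested it. It was not tested with matched transcripts only, where both *xip*-Mock and both WT-Mock libraries were at 0, or among genes listed in all 12 libraries. The distance from WT-Mock to WT-BLM was 1.24 to 1.47 times that from *xip*-Mock to *xip*-BLM with a pseudocount of 0.1, unit variance or median-of-ratios scaling, the alternatives run for it. Most count results stayed within 1.5 times under each alternative except with no minimum fold change, and all 19 results did with a replicate block, no filter on low values, no variance trend, a pseudocount of 0.5, the highest transcript, genes with no transcript on the other strand and unmatched transcripts assigned at 50% or more. With no minimum fold change, higher and lower genes were 2152 and 2153 in *xip*-Mock/WT-Mock, 2168 and 1945 in *xip*-HU/WT-HU, 3008 and 1663 in *xip*-BLM/WT-BLM, 2264 and 6082 in WT-HU/WT-Mock, 964 and 1582 in WT-BLM/WT-Mock, 2690 and 5801 in *xip*-HU/*xip*-Mock, and 222 and 97 in *xip*-BLM/*xip*-Mock. With split WT-Mock controls the overlap was 171 and 173 genes, against 189. With no minimum fold change the interactions had 1001 genes for BLM and 1775 for HU, and the overlap 911, since this alternative counts smaller changes. With a mean of at least 5 FPKM, which tests fewer genes, 339 genes were lower in *xip*-Mock, 314 higher and 384 lower in *xip*-HU/WT-HU, 500 higher and 290 lower in *xip*-BLM/WT-BLM, 555 higher in WT-HU/WT-Mock, 575 higher in *xip*-HU/*xip*-Mock, and the HU interaction had 631. A pseudocount of 0.1 gave 1710 genes lower in WT-HU/WT-Mock, 472 lower in WT-BLM/WT-Mock and an overlap of 312, as low genes then have larger changes. Genes lower in WT-HU/WT-Mock were 515 with median-of-ratios scaling, 626 with quantile normalization and 2040 with TPM, and those lower in *xip*-HU/*xip*-Mock 833 with median-of-ratios scaling and 2266 with TPM. These scalings move the median of all genes in WT-HU/WT-Mock from -0.22 to -0.0014, -0.065 and -0.37. Genes lower in *xip*-BLM/*xip*-Mock were 10 in a model of the compared groups alone and 71 with unadjusted p, where the BLM interaction had 801, and the cause was not tested. Of 60 list tests that passed, 8 passed with an estimated correlation: DNA damage signaling and homologous recombination with BLM in both genotypes, photosynthesis with HU in both genotypes, and oxidative stress and heat shock with HU in WT. With matched transcripts only, chosen after the data were seen, 11 values called with or without this choice changed sign: AT4G03120 in *xip*-Mock/WT-Mock (-1.60) and *xip*-BLM/WT-BLM (-1.56), *ATM* in WT-HU/WT-Mock (-1.07) and *xip*-HU/*xip*-Mock (-1.37), *CAB3* in *xip*-Mock/WT-Mock (-0.55), AT1G07660 in *xip*-HU/WT-HU (-0.11) and *xip*-BLM/WT-BLM (-0.31), *BRCA2B* (-1.35) and *CAB2* (-0.51) in *xip*-HU/*xip*-Mock, *TSO2* in *xip*-BLM/*xip*-Mock (-2.60), and *EXT6* in the BLM interaction (0.80). Leaving out 1 library, with the lone library of its group assumed to vary like the other groups, gave 898 to 1772 genes lower in WT-HU/WT-Mock (highest without WT-HU replicate 2), 21 to 49 lower in *xip*-BLM/*xip*-Mock (49 and 40 without *xip*-BLM replicate 1 and 2) and 283 to 596 for the BLM interaction (lowest without WT-Mock replicate 2). Of the BLM interaction, 147 to 364 genes had a higher and 119 to 232 a lower change in *xip*. The other counts stayed within 1.5 times of the main value, such as 301 to 349 genes higher in WT-BLM/WT-Mock, 108 to 155 higher in *xip*-BLM/*xip*-Mock and 760 to 1278 for the HU interaction. Replicate numbers do not pair the libraries (correlations of deviations from -0.070 to 0.094), and a block for the number gave 629 and 616 genes in *xip*-Mock/WT-Mock, 339 and 283 in WT-BLM/WT-Mock and 444 in the BLM interaction. Depth limits low genes: a gene under the coverage of 2.5 that unmatched transcripts needed is listed only if it matched the annotation.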

Differences from the paper's values

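The thresholds that the paper states are those used here, an adjusted p of 0.05 and a fold change of 2, but its test was DESeq2 on read counts and the test here limma on FPKM. The paper's sheet of genes higher in *xip*-Mock gives an FDR above 0.05 for 132 of its genes, with a highest p of 0.0484, so unadjusted p as the basis of its numbers is not excluded. Unadjusted p here brought none of the differing counts within 1.5 times of the paper's. Of 14 counts of genes compared, 12 differ by more than 1.5 times, while 1010 genes lower in WT-HU/WT-Mock and 1317 lower in *xip*-HU/*xip*-Mock lie within 1.5 times of Supplementary Fig. 9. The paper's 771 genes higher in WT-BLM/WT-Mock compare with 340 here, and of the alternatives set before the data were examined only no minimum fold change, at 964, came within 1.5 times. The paper's 742 lower genes in that comparison compare with 278 here, and none of these alternatives came within 1.5 times. In *xip*-BLM/*xip*-Mock the paper's 338 higher genes compare with 137 here, with none of the alternatives within 1.5 times, and its 144 lower genes with 22, with no minimum fold change, at 97, within 1.5 times and no other. The paper's 1407 genes higher in *xip*-Mock/WT-Mock compare with 630 here, with none within 1.5 times.

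From Supplementary Fig. 9, read by eye, the paper has about 1300 genes lower in *xip*-Mock/WT-Mock against 620 here, with no alternative set beforehand within 1.5 times. It has about 1300 higher in *xip*-HU/WT-HU against 549 here, again with none. The paper's lower genes there are about 1500 against 673, where no minimum fold change gave 1945 and no other alternative came within 1.5 times. In *xip*-BLM/WT-BLM the paper has about 1500 higher against 759, where only a pseudocount of 0.1, at 1105, came within 1.5 times, and about 1300 lower against 560, where only no minimum fold change, at 1663, did. The paper's about 2000 genes higher in WT-HU/WT-Mock compare with 847, and its about 2200 higher in *xip*-HU/*xip*-Mock with 915, where in each case only no minimum fold change, at 2264 and 2690, came within 1.5 times.

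Of 11 log2 ratios of group means that the paper's supplementary sheet gives for *xip*-Mock/WT-Mock, 3 differ by more than the replicate SD. The paper's 2.23 for AT4G03120 compares with 2.02 here and with none of 5 alternatives set beforehand. The paper's -5.28 for *TGG2* compares with -5.38 here, and pseudocounts of 0.1 and 0.5 came within the SD, at -5.36 and -5.28, and the other 3 did not. The paper's -4.32 for *CWLP* compares with -5.81 here, with the highest transcript, at -5.32, within the SD and the other 4 not.

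Of 54 mean FPKM in Supplementary Fig. 10, read by eye, 6 differ. For *ATM* the paper has about 4.6 in WT-Mock, about 5.1 in WT-BLM and about 3.6 in *xip*-BLM against 2.52, 2.69 and 2.00 FPKM here, where only TPM, at 4.14, 4.58 and 3.27, came within the limits. In *xip*-HU it has about 1.7 against 3.11 here, where only the highest transcript, at 1.99, did. For *ATR* the paper has about 0.31 in *xip*-HU against 0.838 here, with none of 3 alternatives within the limits, and about 0.64 in *xip*-BLM against 0.211 here, with only TPM, at 0.345, within them.

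The sheet of lower genes holds 1263 genes in the copy used here. The paper finds the GO category DNA repair over-represented only in WT after BLM, while here 7 of 25 homologous recombination genes and 8 of 18 DNA damage signaling genes rose in each genotype. Numbers in short lists, here and for HU below, are a measure unlike over-representation of a GO category. The paper's RT-qPCR has the examined repair genes less fully activated by BLM in *xip* than in WT, which a rise in both genotypes does not contradict. The interaction of BLM and genotype had the paper's direction, with both lists lower in *xip* (camera adjusted p = 0.0361 and 0.007), and neither passed with an estimated correlation (adjusted p = 0.224 for each). The paper reports that stress response categories were not enriched among genes higher in *xip*-HU than in WT-HU, while here the oxidative stress list had 4 genes higher and 0 lower, and the salicylic acid list 5 higher and 1 lower. Their camera adjusted p-values were 0.00855 and 0.0183, and with an estimated correlation they did not pass (adjusted p = 0.749 and 0.258). By RT-qPCR the paper has *WEE1* activated by BLM and *CYCB1;1* raised by HU in WT, and neither change was called here.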

Other observations

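The clock genes here were listed after the HU results had been seen, and *CYP708A2*, AT5G47980, *TGG1*, *NSP1*, *NSP5* and the genes listed in 1 genotype alone were chosen after their values were seen.

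*THAS1*, *CYP705A5* and *CYP708A2*, genes of the thalianol cluster on chromosome 5, changed with HU in opposite directions in the 2 genotypes. *THAS1*, which encodes thalianol synthase, fell in WT from 13.6 ± 0.0357 to 3.25 ± 1.66 FPKM (SD, n = 2) and rose in *xip* from 2.78 ± 0.0438 to 19.7 ± 1.14 FPKM. *CYP705A5*, a thalianol-modifying P450 gene, fell from 16.8 ± 0.662 to 2.13 ± 0.117 FPKM in WT and rose from 3.91 ± 0.369 to 16.2 ± 0.624 FPKM in *xip*. *CYP708A2*, which encodes thalianol hydroxylase, had a log2 fold change with HU of -1.98 (SE 0.17, limma adjusted p = 5.3e-05) in WT and rose in *xip* from 5.82 and 5.23 to 16.6 and 11.7 FPKM (limma adjusted p = 0.000741). The call in *xip* was lost without *xip*-HU replicate 1 or with the highest transcript alone. Its HU interaction was 3.18 (SE 0.24, limma adjusted p = 0.00013). The next gene, AT5G47980, also fell with HU in WT (limma adjusted p = 0.000147) and had an HU interaction of 0.47 (limma adjusted p = 0.245). With BLM, *THAS1* and *CYP705A5* were not called in either genotype. AT4G33720, of the *PR1* family, had 8.83 ± 0.0658 FPKM in WT-Mock, 62.3 ± 8.62 FPKM in WT-HU, 35.7 ± 1.49 FPKM in *xip*-Mock and 2.01 ± 0.262 FPKM in *xip*-HU.

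Other genes of glucosinolate breakdown changed less between the genotypes than *ESP* and *TGG2*. *TGG1*, the other myrosinase gene of leaves, was at -0.34 (SE 0.094, limma adjusted p = 0.0301) in *xip*-Mock/WT-Mock and *NSP1*, a nitrile specifier gene, at 0.12 (SE 0.11, limma adjusted p = 0.478). *NSP5* was higher in *xip*-Mock by 1.52 (SE 0.10, limma adjusted p = 1.74e-05) and was also higher in *xip*-BLM (limma adjusted p = 1.88e-05). The genes AT3G28320, AT4G07090, AT4G15242 and AT5G34871 had 7.69 to 29.3 FPKM in the *xip* libraries and at most 0.0881 FPKM in the WT libraries.

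Of 11 clock genes, limma called 7 higher and 0 lower with HU in WT and 6 higher and 2 lower in *xip*, and 0 with BLM in either genotype, with or without adjustment of p. *PRR7*, a repressor of the morning loop, rose with HU by 5.62 in WT and 4.87 in *xip*, *GI* by 4.34 and 3.73, *PRR9* by 3.74 and 2.50, and *PRR5* by 2.65 and 2.58. *CCA1*, a morning gene, rose by 4.01 and 1.76, while *LHY*, its paralog, was at 0.29 (limma adjusted p = 0.53) in WT and at -1.29 (limma adjusted p = 0.0163) in *xip*. *LHY* had 13.4 ± 9.19 FPKM in WT-HU, where the libraries lay far apart. *ELF4* rose by 1.32 and 2.59, *RVE8* was at 0.41 and -1.15, and *TOC1* at 0.21 and 0.51.

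Among other genes that the paper names, *SOG1*, the transcription factor gene of the DNA damage response, was not called with BLM, at 0.17 (SE 0.14, limma adjusted p = 0.497) in WT, and was at -0.68 (SE 0.14, limma adjusted p = 0.00498) with HU. *H2A.X*, a histone variant gene, had 36.3 ± 0.477 FPKM in WT-Mock and 50.9 ± 4.29 FPKM in *xip*-Mock, 0.47 (SE 0.12, limma adjusted p = 0.0237) on the log2 scale. *FBR12* was at -0.02 (SE 0.13, limma adjusted p = 0.941) in *xip*-Mock/WT-Mock. AT2G41450, a BRCT domain gene, had 1.17 ± 0.642 FPKM in WT-Mock and was listed at 0 in both WT-BLM libraries.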
